# Temporal expression study of miRNAs in the crown tissues of winter wheat grown under natural growth conditions

**DOI:** 10.1186/s12864-021-08048-5

**Published:** 2021-11-04

**Authors:** Menglei Wang, Chenhui Yang, Kangning Wei, Miao Zhao, Liqiang Shen, Jie Ji, Li Wang, Daijing Zhang, Junqiang Guo, Yun Zheng, Juanjuan Yu, Mo Zhu, Haiying Liu, Yong-Fang Li

**Keywords:** Winter wheat, miRNA, Crown, Target gene, Cold acclimation, Post-transcriptional regulation

## Abstract

**Background:**

Winter wheat requires prolonged exposure to low temperature to initiate flowering (vernalization). Shoot apical meristem of the crown is the site of cold perception, which produces leaf primordia during vegetative growth before developing into floral primordia at the initiation of the reproductive phase. Although many essential genes for winter wheat cold acclimation and floral initiation have been revealed, the importance of microRNA (miRNA) meditated post-transcriptional regulation in crowns is not well understood. To understand the potential roles of miRNAs in crown tissues, we performed a temporal expression study of miRNAs in crown tissues at the three-leaf stage, winter dormancy stage, spring green-up stage, and jointing stage of winter wheat grown under natural growth conditions.

**Results:**

In total, 348 miRNAs belonging to 298 miRNA families, were identified in wheat crown tissues. Among them, 92 differentially expressed miRNAs (DEMs) were found to be significantly regulated from the three-leaf stage to the jointing stage. Most of these DEMs were highly expressed at the three-leaf stage and winter dormancy stage, and then declined in later stages. Six DEMs, including miR156a-5p were markedly induced during the winter dormancy stage. Eleven DEMs, including miR159a.1, miR390a-5p, miR393-5p, miR160a-5p, and miR1436, were highly expressed at the green-up stage. Twelve DEMs, such as miR172a-5p, miR394a, miR319b-3p, and miR9676-5p were highly induced at the jointing stage. Moreover, 14 novel target genes of nine wheat or *Pooideae*-specific miRNAs were verified using RLM-5′ RACE assay. Notably, six *mTERF*s and two *Rf1* genes, which are associated with mitochondrial gene expression, were confirmed as targets of three wheat-specific miRNAs.

**Conclusions:**

The present study not only confirmed the known miRNAs associated with phase transition and floral development, but also identified a number of wheat or *Pooideae*-specific miRNAs critical for winter wheat cold acclimation and floral development. Most importantly, this study provided experimental evidence that miRNA could regulate mitochondrial gene expression by targeting *mTERF* and *Rf1* genes. Our study provides valuable information for further exploration of the mechanism of miRNA mediated post-transcriptional regulation during winter wheat vernalization and inflorescent initiation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-08048-5.

## Background

MicroRNA (miRNA) is a kind of small, single strand non-coding RNA regulating target gene expression at the post-transcriptional level. miRNAs regulate target genes through sequence complementary based cleavage or translation repression [1–4]. The crucial roles of miRNAs in a number of processes, for example, plant growth, developmental, and stress responsive, have been proven by the pleiotropic developmental defects observed in *dcl1*, *hyl1*, *hen1*, *se1*, and *ago1* mutants [3]. Most conserved miRNAs target transcription factors (TFs), which can either activate or suppress the expression of downstream genes [5]. The miR156 and miR172 regulation loops that control plant vegetative/reproductive phase transition have been shown to be highly conserved among phylogenetically distinct plant species [6–11]. miR156 targets squamosa promoter binding like (SPL) TFs, while, miR172 targets the APETALA2 (AP2) family TFs, a class of flowering suppressor genes [12, 13]. miR156 is highly expressed in the early growth stage and then declines with plant age, while the expression of miR172 is significantly induced at the reproductive stage. The age-dependent decline of miR156 expression level is associated with a subsequent increase in *SPL* expression, which, in turn, promotes the expression of miR172 and initiates floral induction [8, 10, 11]. miR159 targets *GAMYB* TFs that are involved in the gibberellin (GA) flowering pathway. Previous studies on wheat, barley, and rice have confirmed that miR159 is associated with anther development [14–16]. miR399 is induced under phosphate starvation conditions, which helps to improve phosphate uptake by downregulating the expression level of the *PHOSPHATE 2 (PHO2)* gene. Recent studies have shown that the accumulation of miR399 is also influenced by ambient temperature [17]. Both miR399 overexpression and loss-of-function *PHO2* mutants showed early flowering phenotypes in Arabidopsis grown at 23 °C, indicating that miR399 is also associated with flowering time control [18].

Wheat (*Triticum aestivum* L.) is an important cereal crop globally. Winter wheat must undergo a certain term of cold temperature to initiate flowering. Studies of grafting and localized cooling have shown that the shoot apical meristem (SAM) of the crown tissue is the site of cold perception during vernalization [19]. The SAM of wheat produces leaf primordia during vegetative growth and then develops into floral primordia at the initiation of the reproductive phase. Several crucial vernalization associated genes, such as *VRN1*, *VRN2*, *VRN3*, *VER2* (encoding a carbohydrate-binding protein), and wheat *GRP2*, an RNA-binding protein gene, have been confirmed play essential roles during wheat transition from vegetative growth to reproductive stage [20–24].

Wheat miRNAs have been widely characterized using high-throughput sequencing technique [25–31]; miRNAs related to wheat seed development [25, 26, 32–34] and cold stress response [35, 36] have been studied. Two miRNAs had been confirmed closely associated with wheat flowering through regulating two key vernalization associated gene families. *FLOWERING LOCUS T (FT)* is a key gene regulating Arabidopsis flowering time. FT is a mobile florigen, expressed in leaves and then transported to SAM through the phloem, where it initiates phase transition [37]. Similar to FT, VRN3 is an important flowering promoter in wheat. Expression of *VRN3* is suppressed under short-day conditions, and can be activated by vernalization [24]. *VRN3* is targeted by miR5200 through cleavage mechanism in wheat and *Brachypodium distachyon* [38, 39], where miR5200 was highly expressed in the leaves under short-day, but was dramatically suppressed under long-day conditions, which is opposite to the expression of *VRN3* [39]. As a key member of the plant circadian clock, *TIME OF CAB EXPRESSION 1* (*TOC1*) is closely related to the CO-FT flowering pathway [40]. Beyond of plantacyanin and copper-containing protein genes, wheat *TOC1s* have been confirmed as targets of miR408, a copper deprivation responsive miRNA [5, 41, 42]. Further study revealed that the suppression of *TOC1s* by miR408 could activate the expression of *VRN3* and stimulate wheat phase transition [42]. We previously studied the miRNA profiles in the leaves of winter wheat grown under field conditions that consisted of various environmental factors [43]. However, less information is available on miRNA mediated post-transcriptional regulation in crown tissues during the process of cold acclimation and floral initiation. Due to the important characters that SAM is the cold preceptor and produces leaf / floral primordia at different growth stages, we performed a genome-wide study of miRNAs in the wheat crown tissues at the three-leaf stage, winter dormancy stage, spring green-up stage, and jointing stage, aiming to understand the roles of miRNAs during winter wheat cold acclimation and phase transition.

## Results

### Overview of small RNA (sRNA) sequencing data

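Crown tissue, the stem base that holds the shoot apical meristem, was collected from field-grown plants of Shimai 22, a semi-winter wheat cultivar. At each of 4 stages, total RNA of 3 biological replicates was pooled in equal parts and made into 1 small RNA library. The replicates cannot be separated in the data, so differences between stages have no replicate check, and the intervals given here cover counting error only. Reads of 18 to 30 nt were kept, and 21674636, 20533438, 21888604 and 20800808 clean reads mapped to the wheat genome at the three-leaf, dormancy, green-up and jointing stages (Table 1). The authors deposited 1 table of 348 miRNAs with their expression in tags per 1000000 mapped reads (headed TPM there and RPM in Additional files 1 and 3), written RPM here. Multiplying the RPM of the additional files by the mapped reads gave whole reads for 808 of the 808 values under 2000 reads. A miRNA listed at 0 was set to the value of 3 reads when fold changes were computed, which is 0.138, 0.146, 0.137 and 0.144 RPM in the 4 libraries. The smallest values above 0 in these libraries were 13, 7, 5 and 5 reads, so a 0 could also stand for a few more than 3 reads, or for a value removed by a filter. A fold change against a 0 is a lower bound only where the 0 stands for 3 reads or fewer. The RPM values depend on all mapped reads, including small RNAs that are not miRNAs, so a change in those other reads shifts every miRNA together.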

To investigate the temporal expression of miRNAs in the crown tissues of winter wheat grown under field conditions, four sRNA libraries (Crown_1, Crown_2, Crown_3 and Crown_4) were constructed and deep sequenced from crown tissues at the three-leaf stage, winter dormancy stage, spring green-up stage and jointing stage, respectively. Approximately, 24 to 26 million raw reads of 18–30 nt in length were obtained for each library. The size distribution of sRNAs in crowns were similar to that in wheat leaves and other studies [43], with fragment sizes mainly at 21 nt and 24 nt (Fig. 1). After removing the low-quality reads, adaptor sequences, reads less than 18 nt, and poly(A) reads, a total of 23.4 to 25.2 million clean reads per library were obtained, which represented 11,340,259 to 14,182,109 unique reads; these data reflect the highly diverse and complex sRNA population expressed in wheat crown tissues. The overall ratio of clean reads and unique reads mapped to the wheat genome were 87.65 and 84.69%, respectively (Table 1), indicating the high quality of the sRNA libraries.

**Fig. 1:**
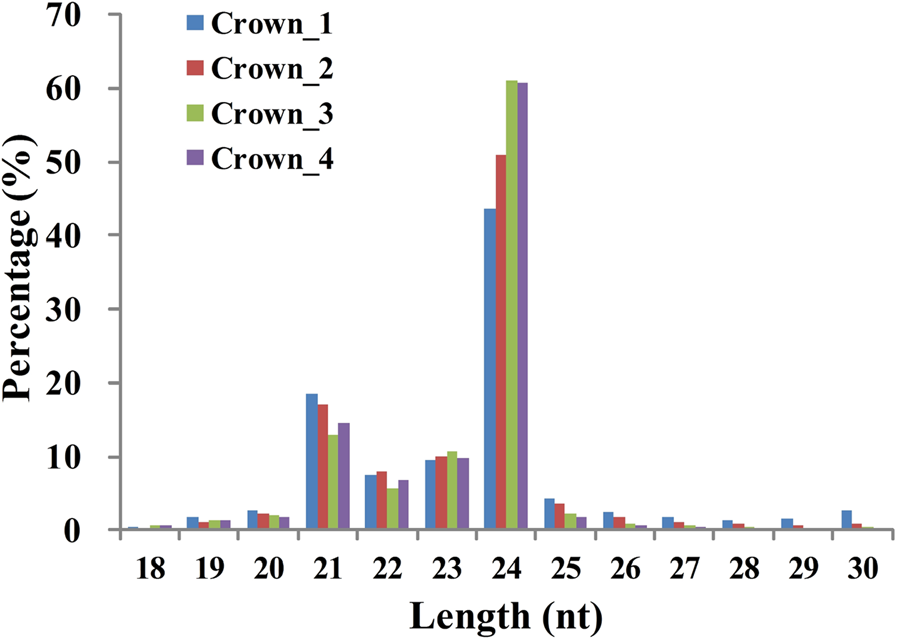
Size distribution of sRNAs in wheat crown tissues at four different growth and development stages. Crown_1, Crown_2, Crown_3, and Crown _4 represent the three-leaf stage, winter dormancy stage, spring green-up stage, and jointing stage, respectively

**Table 1:** Summary of 4 small RNA libraries from wheat crown tissues

Sample	Raw reads	Clean reads	Mapped reads	rRNA	snRNA	snoRNA	tRNA	Unique reads	Unique mapped reads
Crown_1	26,128,505	25,255,156 (100%)	21,674,636 (85.82%)	1,684,229 (6.67%)	5410 (0.02%)	2664 (0.01%)	175,006 (0.69%)	11,555,577 (100%)	9,645,563 (83.47%)
Crown_2	24,410,817	23,676,703 (100%)	20,533,438 (86.87%)	1,092,515 (4.61%)	4720 (0.02%)	2311 (0.01%)	134,203 (0.57%)	11,340,259 (100%)	9,308,344 (82.08%)
Crown_3	25,662,925	24,521,540 (100%)	21,888,604 (89.26%)	865,231 (3.57%)	4851 (0.02%)	2228 (0.01%)	81,307 (0.33%)	14,182,109 (100%)	12,230,315 (86.24%)
Crown_4	24,347,926	23,408,612 (100%)	20,800,808 (88.86%)	672,087 (2.87%)	6783 (0.03%)	1433 (0.01%)	118,341 (0.51%)	13,526,123 (100%)	11,671,922 (86.29%)
Total	100,550,173	96,862,011 (100%)	84,897,486 (87.65%)	4,314,062 (4.45%)	21,764 (0.02%)	8636 (0.01%)	508,857 (0.53%)	50,604,068 (100%)	42,856,144 (84.69%)

Note: Crown_1 to Crown_4 represent sRNA libraries generated from crown tissues collected at the three-leaf stage, winter dormancy stage, spring green-up stage and jointing stage, respectively

### Identification of miRNAs expressed in wheat crown tissues

To identify the known miRNAs expressed in wheat crown tissues, the unique reads were first aligned against all mature plant miRNAs deposited in the miRBase database (Release 22.1). 

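Known miRNAs here are those whose reads matched a plant miRNA of miRBase with fewer than 2 mismatches, by the authors' BLASTN search. In the deposited table, 282 known miRNAs were listed. Grouped by the family names of Additional file 1, with miR156/157, miR165/166 and miR170/171 each taken as 1 family, they fell into 223 families. All 348 listed miRNAs were 20 to 24 nt long, 258 of them of 20 to 22 nt and 90 of 23 to 24 nt.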

In total, 282 known miRNAs corresponding to 233 miRNA families were identified (Additional file 1). There were 224, 227, 227, and 213 miRNAs found at the three-leaf stage, winter dormancy stage, spring green-up stage, and jointing stage, respectively. 

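Counting every known miRNA with a value above 0, the deposited table gave 222 miRNAs at the three-leaf stage, 225 at dormancy, 225 at green-up and 211 at jointing. The count depended on the level required. With at least 5 RPM it was 191, 179, 183 and 160, and with at least 1 RPM 215, 217, 217 and 200. A miRNA listed at 0 was counted as not detected, which does not show that it was absent.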

A total of 165 miRNAs were detected at all four stages, 72 miRNAs were detected at more than two stages, and 45 miRNAs were only expressed at one stage (Additional file 2). These results indicated that most of the known miRNAs were expressed throughout the entire growth period in this study, and only a small number of miRNAs were specific to a certain developmental stage. 

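Of the 282 known miRNAs, 165 had a value above 0 in all 4 libraries, 34 in 3, 38 in 2 and 45 in a single library. When at least 5 RPM was required, 124 remained in all 4 libraries.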

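The known miRNAs detected in all 4 libraries held 97.9% of the summed RPM of known miRNAs at the three-leaf stage, 97.8% at dormancy, 96.5% at green-up and 96.1% at jointing. Those detected in a single library numbered 8 at the three-leaf stage, 11 at dormancy, 8 at green-up and 18 at jointing. Their median was 4.7 RPM, and 22 of the 45 exceeded 5 RPM. miR8135, found at dormancy alone, had the highest value of them at 760.8 RPM. From the overlap of the libraries, the paper concludes that most known miRNAs were expressed throughout the growth period.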

With the exception of miR162, 21 highly conserved plant miRNA families (miR156/157, miR159, miR160, miR164, miR165/166, miR167, miR168, miR169, miR170/171, miR172, miR319, miR390, miR391, miR393, miR394, miR395, miR396, miR397, miR398, miR399, and miR408), and the conserved monocot-specific miR444 were found in crown tissues. 

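The deposited table held 47 miRNAs of these 22 families, counting miR444. The lowest family was miR391, a single miRNA at 1.9 RPM at the three-leaf stage and 0 at the other stages. miR408 was listed at 2.3 RPM at dormancy, 2 RPM at jointing and 0 otherwise, and miR395 fell from 18.5 RPM at the three-leaf stage to 2.6 RPM at jointing. No miRNA named miR162 was listed.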

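The 47 miRNAs of the conserved families had a median of 50.3 RPM at the three-leaf stage, 40.3 at dormancy, 32.3 at green-up and 27.1 at jointing. For the 235 other known miRNAs the medians were 13.5, 13.9, 14.8 and 8 RPM. Both sets spread widely. At the three-leaf stage the middle quartiles ran from 3.95 to 372.7 RPM for conserved miRNAs and from 1.2 to 92.8 RPM for the others. Summing the members of a family moved the conserved medians most, to 353.2 RPM at the three-leaf stage, and leaving out miRNAs at 0 moved the non-conserved ones most, to 33.7 RPM there. miRNAs are not replicates of each other, so no test was made.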

The expression of conserved miRNAs was generally higher than that of non-conserved miRNAs. The miR159 family topped the list of conserved miRNAs, followed by miR168, miR171, miR319, miR165, miR164, miR167, miR396, miR160, and miR444. 

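Summed over members and over the 4 libraries, the miR159 family had 102872 RPM and the miR168 family 101708 RPM. In single libraries the miR168 family was higher at the three-leaf stage (39219.8 against 21980.1 RPM), at dormancy (34639.6 against 21378.4 RPM) and at jointing (14475.4 against 14340.2 RPM), and miR159 was higher at green-up (45173 against 13373.1 RPM). By the same sums, miR170/171 followed with 20881.9 RPM, then miR165/166 with 7394.2, miR164 with 7242.8, miR167 with 6699.7, miR396 with 6326.3, miR319 with 6288.7, miR160 with 3547.7 and miR444 with 3218.1 RPM. The miR319 family ranked 15 among the 22 at dormancy and 3 at jointing. The value listed for miR165a-3p equalled the sum of miR164a and miR164b-3p in every library, so the miR165/166 and miR164 values are not separate measurements.

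**Figure D1:**
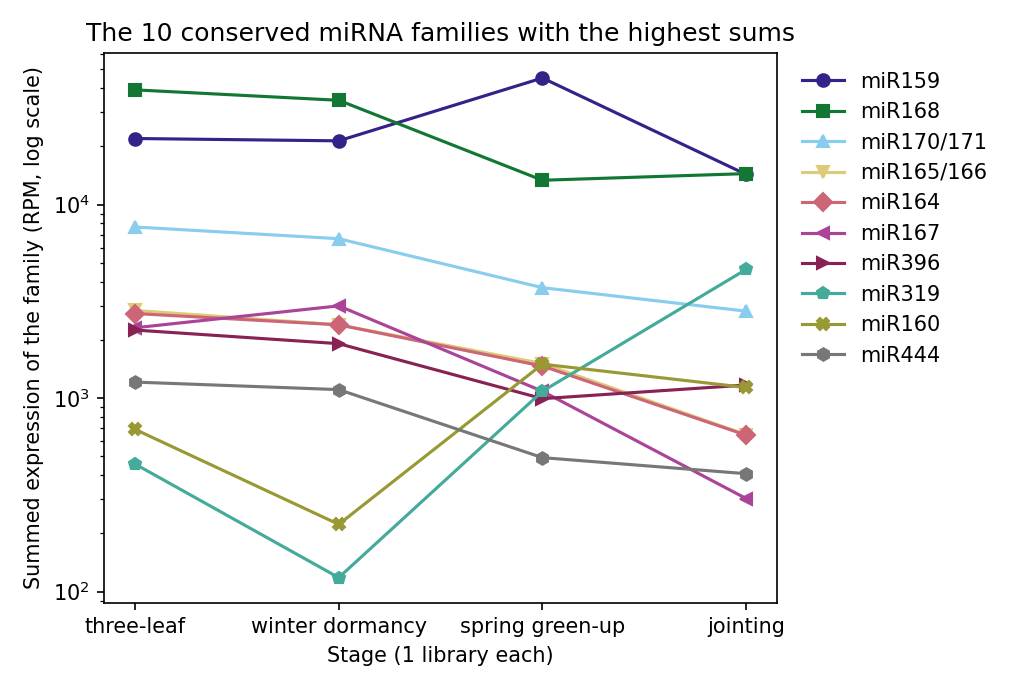
Expression of the 10 conserved miRNA families with the highest sums, in RPM on a log scale, at the 4 stages. Each point is the sum over the members of a family in 1 library, without error bars because there was 1 library per stage. The miR319 line runs from 118.2 RPM at dormancy to 4628.7 RPM at jointing.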

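Within the miR168 family, miR168a-5p held 93.2% of the summed RPM. The corresponding share was 83.1% for miR156a-5p among the 5 members of miR156/157, 73.9% for miR169g among 4, 87.5% for miR394a among 4 and 53.0% for miR171b among the 4 members of miR170/171, where miR171k-5p summed to 3.7 RPM over the 4 libraries. In the miR398 family, miR398a-3p held 56.8%. The only other entries of miR168 and miR398, miR168-3p and miR398f-5p, are by name of the opposite arm. The shares in these families therefore compare arms, and not only members.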

The expression of different members of the same miRNA family was very different (Additional file 1). 

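Non-conserved families were ranked by their lowest library, with members summed. miR7757 had at least 2804.9 RPM in every library, miR5048 at least 1873.7, miR9662 at least 1834.8, miR5062 at least 1673.6 and miR9674 at least 1361.7 RPM. Jointing was the lowest library for miR9772 (337.1 RPM), miR9652 (207.5 RPM) and miR9773 (200.1 RPM), whose highest values were 1609, 2902.2 and 4852.4 RPM. miR5240 was listed at 865.3 RPM at the three-leaf stage, 1249 RPM at green-up and 0 in the other libraries. miR6249a rose from 0 at the first 2 stages to 111.8 RPM at green-up and 1303 RPM at jointing. The miR9672 family stood between 311 and 530.5 RPM in the first 3 libraries and at 5153.8 RPM at jointing.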

Among the non-conserved miRNAs, the expression of miR5048, miR5062, miR7757, miR9652, miR9662, miR9674, miR9772, and miR9773 were very high in all of the four growth stages; miR5240, miR6249, and miR9672 were highly expressed in at least one stage.

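The deposited table listed 66 wheat_miRNAs, 53 of them detected at the three-leaf stage, 56 at dormancy, 53 at green-up and 49 at jointing. Of the 66, 35 were detected in all 4 libraries, 15 in 3, 10 in 2 and 6 in 1. These 66 include a pair first found in crowns.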

We reported 55 novel miRNAs and 27 putative novel miRNAs in winter wheat leaf tissues [43], among them, 41 novel miRNAs and 23 putative miRNAs were detected in wheat crown tissues too, confirming the reliability of these sRNAs as miRNAs; these miRNAs were named wheat_miRNAs in this study (Additional file 3). Moreover, two new miRNAs (wheat_miR2693 and wheat_miR5099) with detectable miRNA* sequences were identified in crown tissues. These two miRNAs belonged to a miRNA family with 2 nt variation (Fig. 2). 

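wheat_miR2693 was listed at 0 at the three-leaf stage, 3.7 RPM at dormancy (76 reads), 16.1 RPM at green-up (352 reads) and 5.05 RPM at jointing (105 reads). wheat_miR5099 had 7.61 RPM at the three-leaf stage (165 reads) and 8.63 RPM at green-up (189 reads) and was listed at 0 in the other libraries. The 95% Wilson interval of the highest value, that of wheat_miR2693 at green-up, ran from 14.5 to 17.9 RPM.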

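The table gave the sequence CGCGCUGCCCUGUGAGCCUGC for wheat_miR2693 and CGCGCUGCCCGGUGAGCCUCC for wheat_miR5099, both of 21 nt.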

Further analysis showed that they were homologous to wheat novel miRNA3036a-1 and miRNA3036a-2 [44], but with different genomic location. Information on these two new miRNAs is shown in Additional file 4: Table S3. 

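The values of all 348 miRNAs summed to 142826 RPM at the three-leaf stage, 135687 at dormancy, 107282 at green-up and 68949.9 at jointing, or 14.3%, 13.6%, 10.7% and 6.89% of the mapped reads. These sums include miR165a-3p, at 2739.1, 2394.1, 1465.5 and 644.1 RPM, whose reads equal those of miR164a plus miR164b-3p. If the same reads were entered under both names, the sums and percentages count them more than once. The first sum was 2.07 times the last. Counting error was small beside these differences, with a 95% Wilson interval of 68841.2 to 69058.9 RPM at jointing. miR159a.1 and miR168a-5p together held 41.0%, 39.4%, 53.8% and 40.6% of the sum. Leaving both out moved the sums most, to 84328.8, 82270.6, 49582.2 and 40940.2 RPM. The names in the table fell into 288 families, with each wheat_miRNA taken as its own family except the pair of wheat_miR2693 and wheat_miR5099.

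**Figure D2:**
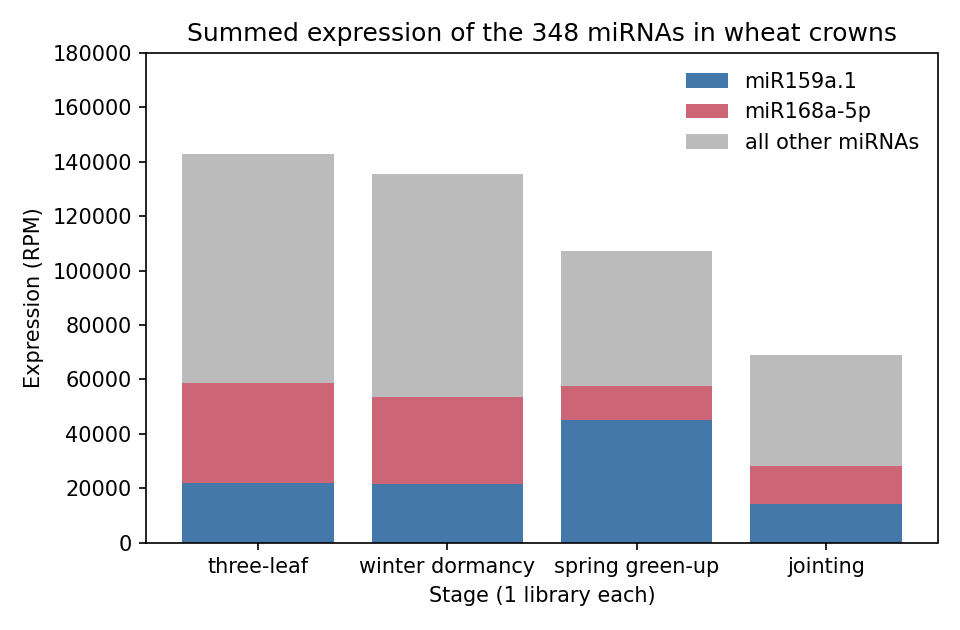
Summed expression of the 348 miRNAs in RPM (vertical axis) at the 4 stages (horizontal axis, 1 library each). Colours separate miR159a.1, miR168a-5p and all other miRNAs, and the bars fall from 142826 RPM at the three-leaf stage to 68949.9 RPM at jointing.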

Totally, 348 miRNAs belonging to 298 miRNA families were detected in wheat crown tissues.

**Fig. 2:**
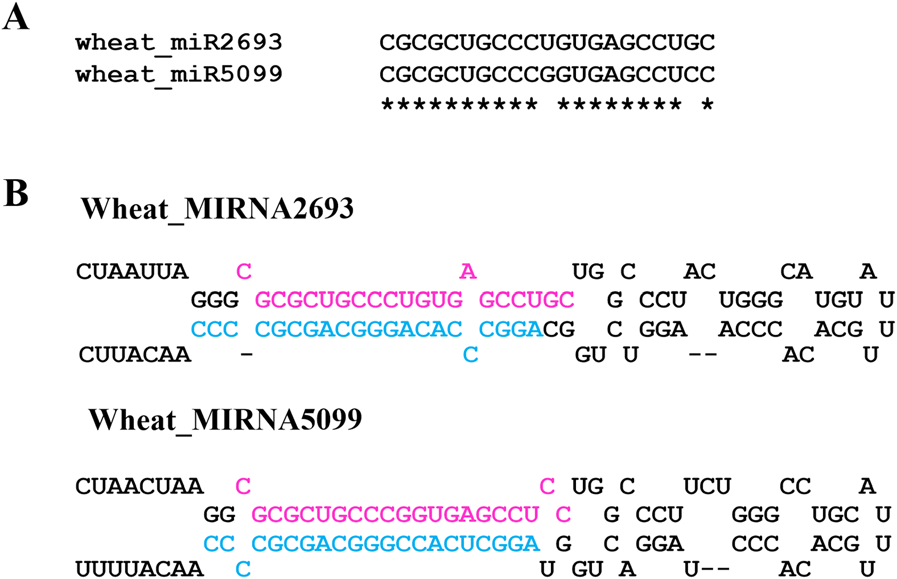
Two new wheat miRNAs identified in crown tissues. **A** Sequence alignment of wheat_miR2693 and wheat_miR5099. Asterisk represents the same nucleotides between wheat_miR2693 and wheat_miR5099. **B** The 5′ to 3′ secondary structure of the precursors of wheat_miR2693 and wheat_miR5099 predicted by Mfold. The mature miRNA and miRNA* are indicated in pink and blue color, respectively

### Differentially expressed miRNAs (DEMs) in wheat crown tissues during wheat growth

Comparison of miRNA expression between different growth stages could provide insights into the post-transcriptional mechanism mediated by miRNAs during winter wheat cold acclimation and flowering initiation. 

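The thresholds of the methods, a log2 fold change beyond 1 in either direction and more than 5 RPM in at least 1 of the libraries compared, were applied to the deposited RPM in all 6 pairs of stages. In any pair, 245 of the 348 miRNAs passed. They included all 92 miRNAs of Additional file 5, of which 73 are known miRNAs and 19 wheat_miRNAs. Among the 153 that passed and are not in that list, 85 were at 0 in some library. Of the alternatives, a fold threshold of 4 moved the count most, removing 78 of the 245. Listed DEMs passed most often between dormancy and jointing (83) and least often between the three-leaf stage and dormancy (13). The median log2 change over miRNAs above 5 RPM in either library was -0.01 from the three-leaf stage to dormancy, -0.28 from there to green-up and -0.70 from green-up to jointing. Scaling to the reads of the listed miRNAs raised these log2 changes by 0.07, 0.34 and 0.64.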

In total, 92 miRNAs were significantly regulated in wheat crown tissues from the three-leaf stage to the jointing stage (Additional file 5), including 19 miRNAs that were first reported in wheat leaves [43]. Based on the expression patterns, these DEMs were grouped into five clusters. The first cluster consisted of 52 miRNAs that were highly expressed at the three-leaf stage and the winter dormancy stage. Most of these DEMs were suppressed at the spring green-up stage and the jointing stage, with the exception of six miRNAs (miR5049d, miR1136, miR9863a-3p, miR6224a-5p, wheat_miR1327, and wheat_miR1559), which were still highly expressed at the green-up stage (Fig. 3). Some of these miRNAs, such as miR5072, miR171b, miR164a, and miR165a-3p, showed the highest expression levels at the three-leaf stage, while others, such as miR5337a, miR9652-5p, miR167a, miR169g, miR397a, and wheat_miR1356, were highly expressed during the winter dormancy stage, miR444b.1, miR399b, and wheat_miR1202 showed the similar expression levels at both of the three-leaf stage and winter dormancy stage. 

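Of the 52 miRNAs of cluster I in Fig. 3, 23 had their highest RPM at the three-leaf stage and 29 at dormancy. For 49 of them both early libraries lay above both later ones. All 52 stayed within 2-fold between the three-leaf stage and dormancy, with a median log2 change of 0.07.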

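In cluster I, 32 of the 52 miRNAs passed the thresholds as lower at green-up than at dormancy and none as higher. The median log2 change of the cluster between these libraries was -1.2, and that from green-up to jointing was -0.80. Over the same step, miR5049d moved from 195.5 to 164.9 RPM, miR1136 from 236.7 to 197.1 RPM, miR9863a-3p from 657.2 to 518 RPM, miR6224a-5p from 242.7 to 196.4 RPM, wheat_miR1327 from 90.5 to 82.4 RPM and wheat_miR1559 from 15.5 to 12.8 RPM. Their log2 changes lay between -0.34 for miR9863a-3p and -0.13 for wheat_miR1327, and all 6 turned positive when libraries were scaled by the median ratio of miRNAs, which gave 0.09 and 0.30 for these miRNAs. At jointing they stood at 94.3, 98.7, 290.6, 2.8, 26.7 and 3.08 RPM in the same order. miR6224a-5p has the same sequence as miR6220-5p, and its share of their sum was 76.9%, 76.8%, 80.4% and 2.56% at the 4 stages.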

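At the three-leaf stage and dormancy, miR5072 had 113.1 and 83.3 RPM, miR171b 4056 and 3621.1 RPM, and miR164a 2673.4 and 2353.8 RPM. miR165a-3p had 2739.1 and 2394.1 RPM, which equal the sums of miR164a and miR164b-3p. miR5337a rose from 87.6 to 100.1 RPM, miR9652-5p from 2263.7 to 2688.1 RPM, miR167a from 2248.6 to 2945.5 RPM, miR169g from 229.1 to 295.9 RPM and miR397a from 30.7 to 35.2 RPM. wheat_miR1356 had 36.1 and 38.1 RPM, a log2 change of 0.08 whose exact 95% interval, -0.07 to 0.22, includes 0. Its sequence lies inside that of wheat_miR1202, which had 1473.2 and 1508.27 RPM. miR444b.1 went from 1211 to 1107.2 RPM and miR399b from 97.1 to 95.3 RPM.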

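The 11 miRNAs of cluster II in Fig. 3 all had their highest RPM at the three-leaf stage, and 8 of them fell at every step to jointing. Their median log2 change against the three-leaf stage was -0.74 at dormancy, -1.15 at green-up and -2.21 at jointing. miR9674b-3p, for example, went from 3336.4 RPM at the three-leaf stage to 541 RPM at jointing.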

There were 11 DEMs in cluster II, which showed the highest expression at the three-leaf stage, then declined with winter wheat growth. 

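All 6 miRNAs of cluster III in Fig. 3 had their highest RPM at dormancy, with a median log2 change of 1.07 against the three-leaf stage, and 4 of them passed the thresholds as higher. miR156a-5p went from 294 to 640 RPM, a log2 change of 1.12. miR528-5p, at 5.1 RPM before, reached 24.6 RPM. miR8135 went from 0 to 760.8 RPM, at least 5497-fold higher if the 0 stands for 3 reads or fewer, and was at 0 in every other library. miR9669-5p had 450.2 and 889.1 RPM.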

In cluster III, six DEMs, including miR156a-5p, were highly induced at the winter dormancy stage. 

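Of the 11 miRNAs of cluster IV in Fig. 3, 10 had their highest RPM at green-up and miR7783-3p at jointing (44.4 and 46 RPM). The median log2 change of the cluster was 1.08 from dormancy to green-up and -1.66 from green-up to jointing. In that first step, 6 of the 11 passed the thresholds as higher. miR160a-5p rose by 2.75 on the log2 scale. Under the threshold of 1 were miR390a-5p, from 196.2 to 250.9 RPM (0.35), and miR393-5p, from 282.2 to 352.5 RPM (0.32). So was miR1436, from 206.3 to 391.3 RPM (0.92). Scaling to the reads of the listed miRNAs raises each change of this step by 0.34, and median-ratio scaling by 0.44. Both take miR1436 past the threshold and leave miR390a-5p and miR393-5p under it.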

In cluster IV, 11 DEMs, including miR159a.1, miR390a-5p, miR393-5p, miR160a-5p and miR1436, were highly induced at the green-up stage. 

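All 12 miRNAs of cluster V in Fig. 3 had their highest RPM at jointing, and 11 of them passed the thresholds as higher than at green-up. The median log2 change of the cluster was 2.01 from green-up to jointing and 2.5 from the three-leaf stage to jointing. miR394a went from 79.5 RPM at green-up to 201 RPM at jointing, a log2 change of 1.34, with the lowest value of 7.9 RPM at dormancy. miR9653a-3p rose from 27.3 to 98.3 RPM. miR2118c was listed at 0 at green-up and at 69.5 RPM at jointing, at least 507-fold higher if the 0 stands for 3 reads or fewer.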

Cluster V consisted of 12 DEMs, including miR394a, miR172a-5p, miR319b-3p, and miR9676-5p, that were significantly induced at the jointing stage (Fig. 3). We further checked the miRNA expression changes from the winter dormancy stage to the spring green-up stage, 50 DEMs (38 downregulated, 12 upregulated) were significantly regulated. 

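Between these 2 libraries, 115 of the 250 miRNAs above 5 RPM in either passed the thresholds on the deposited values, 43 higher and 72 lower at green-up. All 38 lower and 12 higher miRNAs of Fig. 4 were among them and in the same direction. The remaining 65 are not in Additional file 5. The share of higher calls was 37.4%. Scaling to the reads of the listed miRNAs gave 58 higher and 57 lower (50.4% higher), and scaling by the median ratio gave 66 higher and 52 lower (55.9%). Under these scalings 28 and 23 of the 38 lower miRNAs of Fig. 4 still passed as lower, and all 12 higher ones as higher. In 5 of the 50 miRNAs of Fig. 4, 1 of the libraries was at 0, so their fold changes rest on the 3 reads given to a 0.

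**Figure D3:**
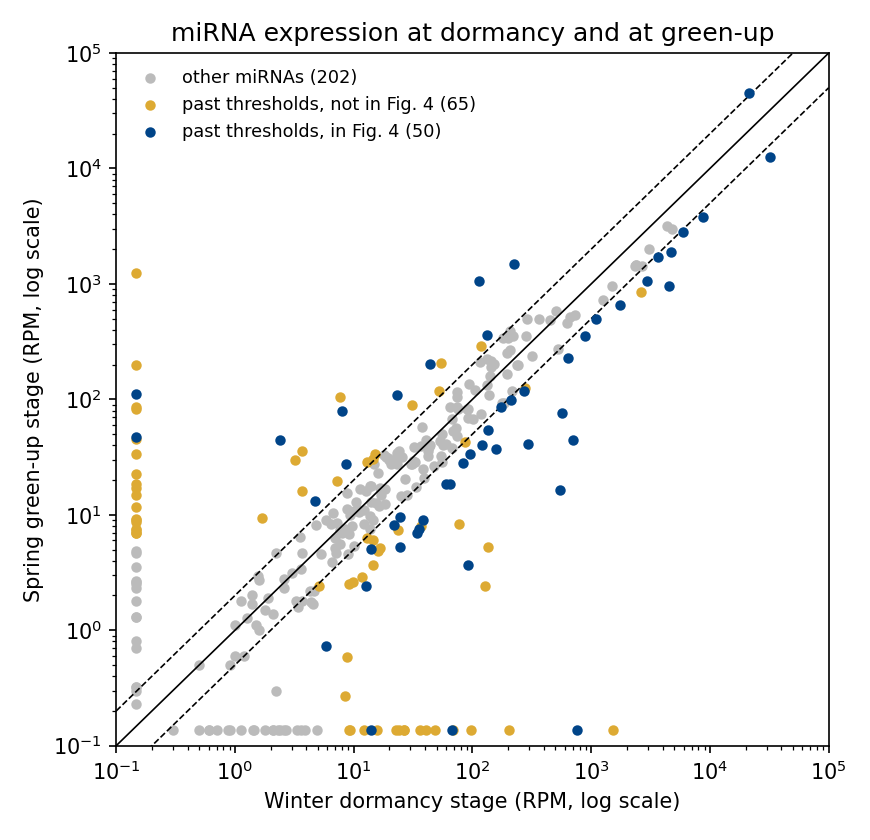
Expression of each miRNA at dormancy (horizontal axis) and at green-up (vertical axis), in RPM on log scales, 1 library per stage. Points are miRNAs detected in at least 1 of the libraries, those listed at 0 are drawn at the value of 3 reads (0.146 and 0.137 RPM), the solid line marks equal values and the dashed lines 2-fold changes. The 50 miRNAs of Fig. 4 and the 65 others past the thresholds lie outside the dashed lines.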

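miR156a-5p fell by 1.5 between dormancy and green-up on the log2 scale (exact 95% interval of the change -1.55 to -1.45) and miR172a-5p rose by 2.25 (2.10 to 2.39). Changes of miR167a, miR169g and miR444b.1 were -1.48, -2.84 and -1.17. miR319b-3p rose by 3.2 and miR394a by 3.33, which are 9.17-fold and 10.1-fold. Of the miRNAs of Fig. 4 at 0 in 1 of the libraries, and with the 0 taken as 3 reads or fewer, miR7767-5p was at least 495-fold lower, and miR6249a at least 765-fold and wheat_miR127 at least 326-fold higher. wheat_miR127 differs by 1 mismatch from wheat_miR128, which went from 91.5 to 69.4 RPM.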

As expected, miR156 and miR172 were included, as well as miR160, miR167, miR169, miR319, miR394, and miR444 (Fig. 4). 

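Of the 50 miRNAs of Fig. 4, 15 belong to the conserved families and 35 (70%) do not. The 35 comprise 26 known miRNAs and 9 wheat_miRNAs, of which 28 were lower and 7 higher at green-up. Among all 348 miRNAs, 86.5% lie outside the conserved families. Which of them are restricted to wheat or the Pooideae was not analysed here.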

Surprisingly, many of these DEMs were wheat or *Pooideae-*specific miRNAs. Together, these DEMs implied the complicated post-transcriptional regulation in crown tissues during wheat growth and development.

**Fig. 3:**
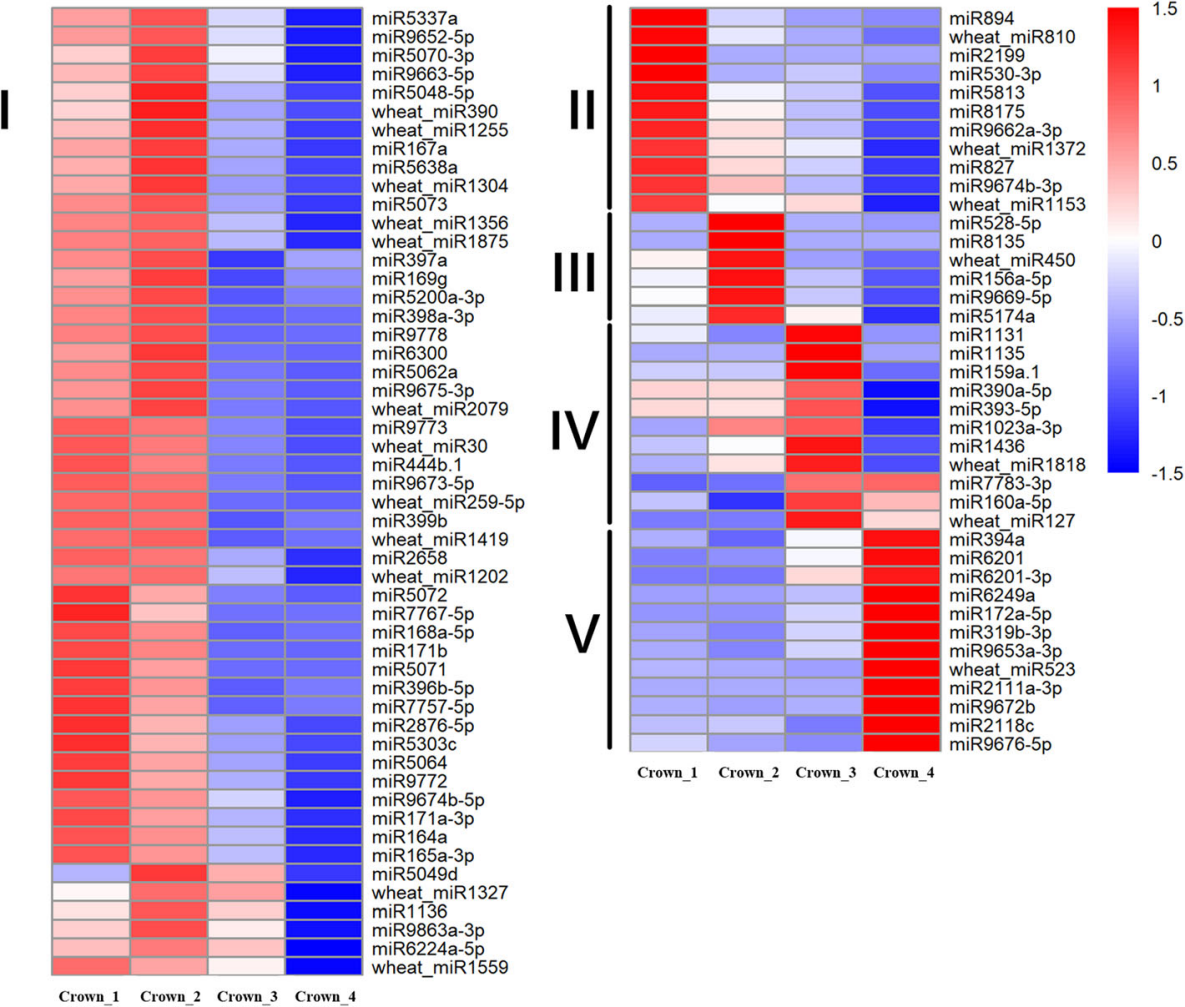
Heat map of differentially expressed miRNAs in wheat crown tissues at four different stages. I to V represent 5 clusters with different expression pattern. The bar represents the scale of relative expression levels of miRNAs. The expression of miRNAs were normalized by Z-score normalization

**Fig. 4:**
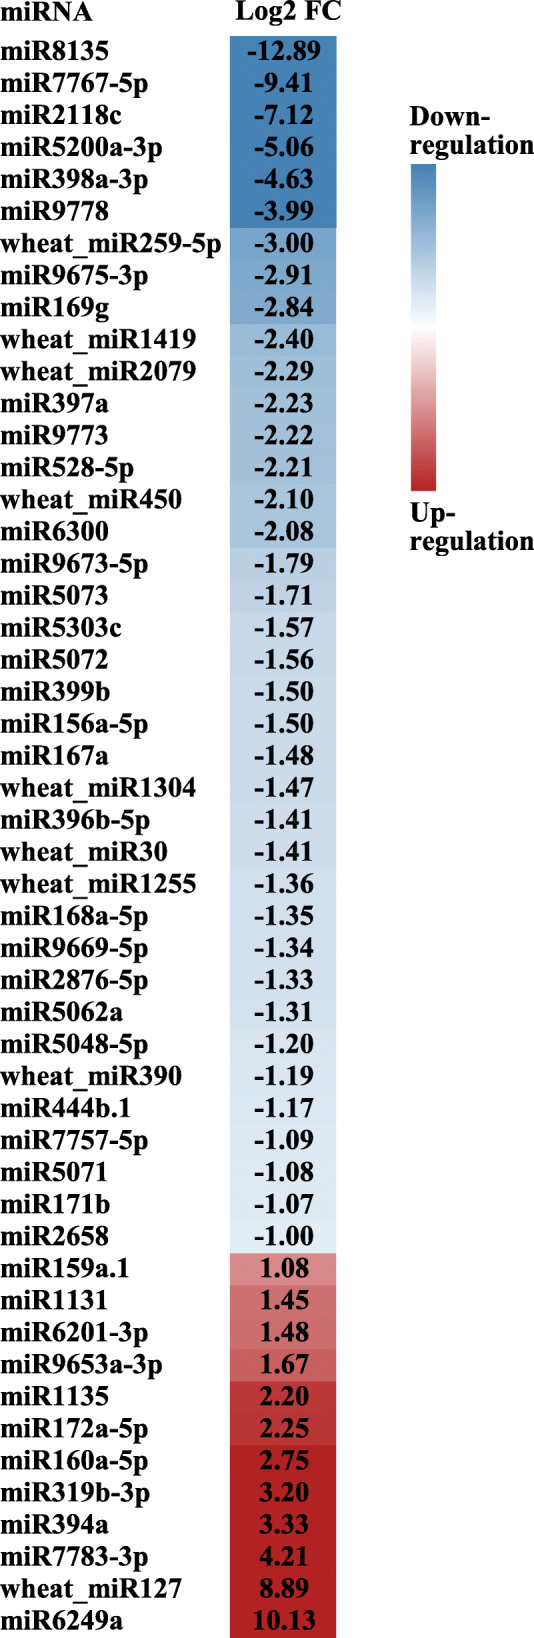
Expression of miRNAs significantly regulated in crown tissues during the transition from the winter dormancy stage to the spring green-up stage

We further compared the expression pattern of DEMs in crown and leaf tissues [43] at the winter dormancy stage, spring green-up stage, and jointing stage, especially those miRNAs with identified target genes. 

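Only the crown libraries were analysed here. miR171a-3p had 3043.5 RPM at dormancy, 2000.8 at green-up and 1155.6 at jointing, and miR444b.1 went from the dormancy value to 492.8 and 407.1 RPM. miR5174a fell from 317 to 237 and 149 RPM, a first step of -0.42 on the log2 scale that became 0.02 under median-ratio scaling. miR5072 had 28.2 RPM at green-up and 18.5 RPM at jointing. miR397a moved to 7.5 and 15.7 RPM, miR398a-3p from 91.7 to 3.7 and 6.1 RPM, miR169g to 41.2 and 90.1 RPM and miR396b-5p from 1734.1 to 653.8 and 769.2 RPM. For these last 4 miRNAs the lowest library was green-up. miR528-5p stood at 5.3 and 4.1 RPM at the later stages, and miR168a-5p fell from 32038.5 to 12526.9 and 13669.6 RPM. miR164a fell to 1420.9 and 622.7 RPM, and miR165a-3p, equal to miR164a plus miR164b-3p, to 1465.5 and 644.1 RPM.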

Some DEMs, including miR156, miR164a, miR165a-3p, miR171a-3p, miR172a-5p, miR444b.1, miR5048-5p, miR5174a, miR9662a-3p, miR5072, and wheat_miR1356 displayed similar expression patterns in the two tissues (Fig. 5A & Additional file 6), while others, such as miR390a-5p, miR393-5p, miR397a, miR398a-3p, miR528-5p, miR167a, 168a-5p, miR169g, miR319b-3p, miR396b-5p, and miR7757-5p displayed different, even opposite expression patterns (Fig. 5B & Additional file 7). miR397a, miR398a-3p, and miR167a were suppressed in crowns at the green-up and jointing stages, however, they were induced in leaves. Although some miRNAs showed similar expression trends in leaves and in crowns, abundance differences were obvious at the two tissues. miR172a-5p was more abundant in crowns than in leaves, while miR5200a-3p and miR444 b.1 were more abundant in leaves than in crowns (Fig. 5).

**Fig. 5:**
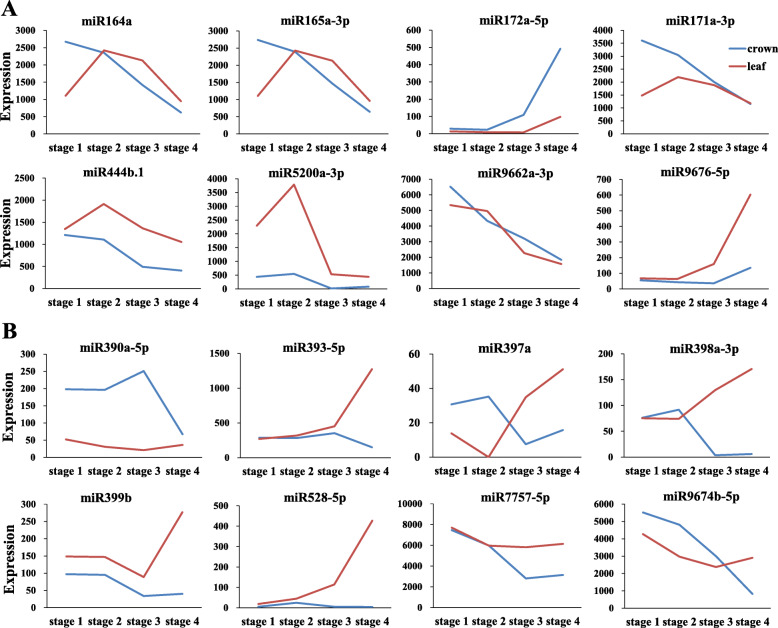
Expression trend comparison of DEMs in crown and leaf tissues during wheat development. **A** similar expression patterns. **B** different expression patterns

To validate the reliability of the sRNA-Seq data, we randomly selected 14 DEMs for quantitative reverse transcription PCR (qRT-PCR) analysis. The expression patterns of 12 miRNAs from both the qRT-PCR and the deep sequencing data were similar, despite some quantitative differences in expression levels (Fig. 6), indicating that the sRNA sequencing results obtained in this study were reliable.

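With the three-leaf library set to 1, the sequencing values of miR156a-5p were 2.18, 0.770 and 0.252 at dormancy, green-up and jointing, and those of miR167a 1.31, 0.468 and 0.127. miR172a-5p stood at 0.785, 3.73 and 16.8, miR319b-3p at 0.254, 2.33 and 10.1, miR9672b at 0.580, 0.994 and 9.92, and miR394a at 0.183, 1.84 and 4.66. Lower values at every later stage were found for miR530-3p (0.197, 0.258 and 0.112), wheat_miR30 (0.925, 0.349 and 0.215) and wheat_miR1372 (0.597, 0.492 and 0.0446). miR5200a-3p had 1.25, 0.0375 and 0.182, miR9675-3p 1.29, 0.172 and 0.0644, and miR9778 1.17, 0.0735 and 0.1. wheat_miR1372 rested on 15 reads at jointing (95% Wilson interval 0.437 to 1.19 RPM), and its fall from dormancy to green-up, -0.28 on the log2 scale, became 0.06 when scaled to the listed miRNAs. The qRT-PCR data were not analysed here. For miR319b-3p at green-up, the paper's qRT-PCR value in Fig. 6, read by eye, was about 0.5, against 2.33 by sequencing. From the similar patterns of 12 miRNAs in both methods, the paper concludes that the sequencing results were reliable. Its text does not name these 12, and the miRNAs listed above are not meant as them.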

**Fig. 6:**
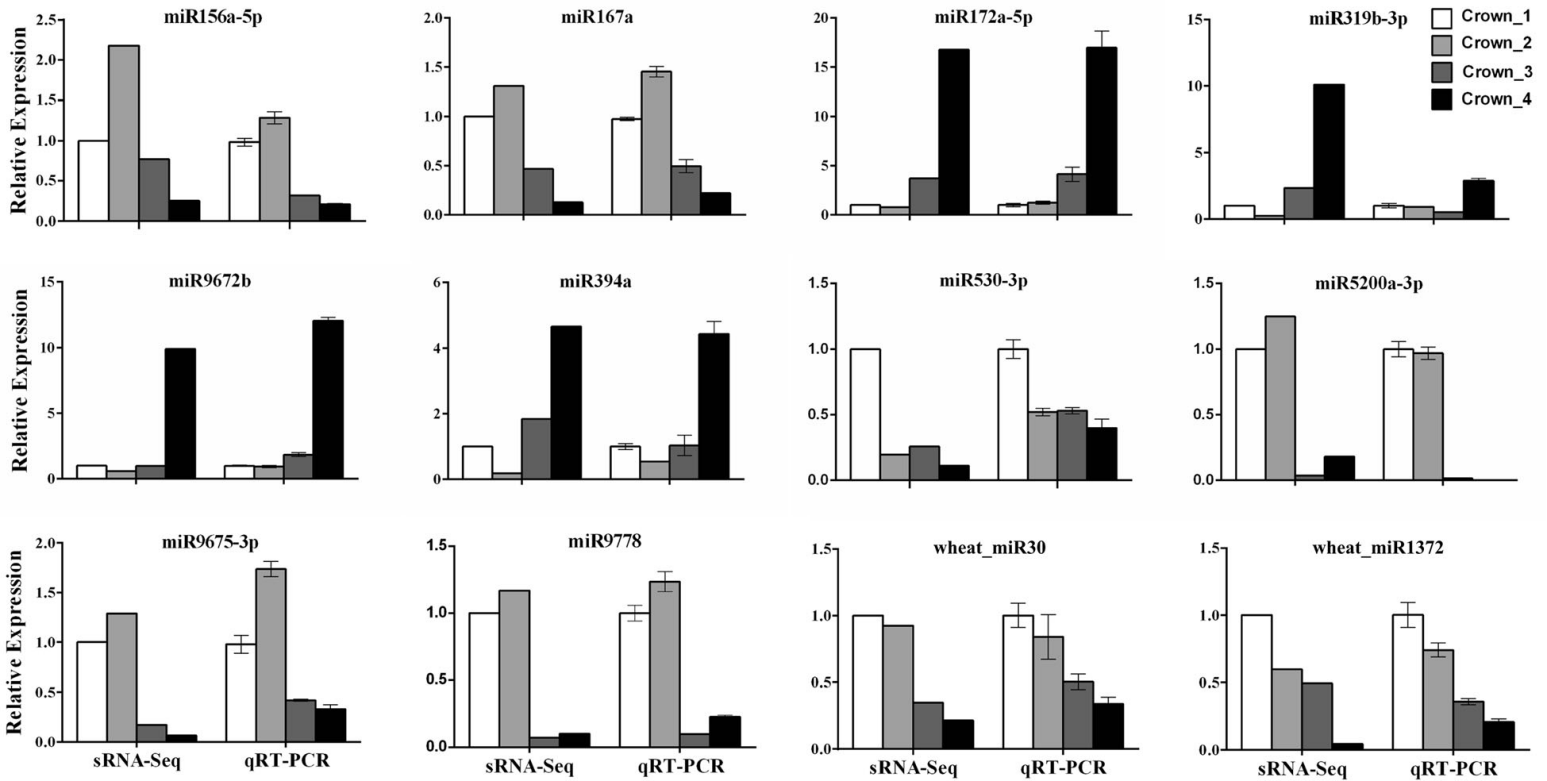
Quantitative RT-PCR analysis of differentially expressed miRNAs derived from sRNA-Seq. U6 snRNA was used as a reference. The error bars represent the standard deviation (SD) of three replicates

### Validation of wheat or *pooideae*-specific miRNA targets

To illustrate the potential function of the non-conserved wheat or *pooideae*-specific miRNAs, we used RLM-5′ RACE assay to validate some of the predicted target genes [43]. In total, 14 novel target genes for nine DEMs were verified (Table 2, Fig. 7). miR9662a-3p, a wheat-specific miRNA, has been shown to target TRIAE_CS42_6DS_TGACv1_542718_AA1728780, a mitochondrial transcription termination factor (mTERF) or mitochondrial transcription factor [43]. In this study, two other *mTERF*s, TRIAE_CS42_6BS_TGACv1_513268_AA1636720 and TRIAE_CS42_5DS_TGACv1_458236_AA1492830, were confirmed as targets of miR9662a-3p (Fig. 7A). Wheat_miR1356 was first identified in winter wheat leaves [43], four *mTERF* genes were verified as *bona fide* targets of wheat_miR1356 in this study (Fig. 7A). mTERFs have recently emerged as central players in mitochondrial gene expression in various eukaryotes [45], our results indicated that miRNA could potentially affect plant organellar gene expression by regulating the expression of *mTERF* genes. We verified that miR5048, found in wheat and barley, targeted a putative terpene synthase gene. miR7757, reported in wheat and *B. distachyon*, was confirmed to target a disease resistance protein RGA5-like gene. miR9674 and miR9772 are found in wheat and its ancestor *Aegilops tauschii,* TRIAE_CS42_6BS_TGACv1_513439_AA1641610 (protein Rf1) and two F-box genes were confirmed as their corresponding targets. miR9676 is a wheat-specific miRNA, it targets TRIAE_CS42_3B_TGACv1_224755_AA0801120, a biostress-resistance-related protein. In addition, TRIAE_CS42_2DS_TGACv1_179410_AA0606910 (a kinesin-like gene) and TRIAE_CS42_4DS_TGACv1_361398_AA1167080 (a FAF-like) were validated as the targets of wheat_miR259-5p and wheat_miR652-3p, respectively (Fig. 7B). 

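wheat_miR652 was listed at 2.58 RPM at the three-leaf stage and 2.65 RPM at green-up, on 56 and 58 reads, and at 0 at dormancy and jointing. It stayed under 5 RPM in every library and passed in no comparison. Additional file 3 gives it as the 5p arm, whereas the text names wheat_miR652-3p, so whether the 2 are the same miRNA is not known. At jointing, miR9676-5p rose by 1.91 on the log2 scale from green-up. Against the three-leaf stage the log2 change at jointing was -1.83 for miR9662a-3p, -1.18 for wheat_miR1356, whose sequence lies inside wheat_miR1202, -1.65 for miR5048-5p, -1.25 for miR7757-5p, -2.75 for miR9674b-5p, -2.26 for miR9772 and -3.34 for wheat_miR259-5p. Scaling to the reads of the listed miRNAs raises each of these by 1.05. The deposited name wheat_miR259 was taken as wheat_miR259-5p.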

Among the nine DEMs, wheat_miR652-3p was expressed at low levels across all four stages (Additional file 3), miR9676-5p was highly induced at the jointing stage, the remaining seven miRNAs were highly expressed in the vegetative stages and suppressed in the transition and floral development stages (Fig. 7C). These data indicated that these wheat or *pooideae*-specific miRNAs were functional in regulating wheat growth and development through post-transcriptional cleavages of their target genes.

**Table 2:** Fourteen novel targets validated by RLM-5′ RACE assay for nine wheat or *pooideae* specific miRNAs

miRNA	miRNA conservation	Target gene ID	Target gene annotation
wheat_miR1356	tae	TRIAE_CS42_6BS_TGACv1_516613_AA1675760.1	mTERF, mitochondrial transcription factor
		TRIAE_CS42_6DS_TGACv1_543352_AA1738780.2	mTERF, mitochondrial transcription factor
		TRIAE_CS42_6DS_TGACv1_543340_AA1738640.3	mTERF, mitochondrial transcription factor
		TRIAE_CS42_6BS_TGACv1_514840_AA1664920.1	mTERF, mitochondrial transcription factor
miR9662a-3p	tae	TRIAE_CS42_5DS_TGACv1_458236_AA1492830.1	mTERF, mitochondrial transcription factor
		TRIAE_CS42_6BS_TGACv1_513268_AA1636720.1	mTERF, mitochondrial transcription factor
miR9772	tae, ata	TRIAE_CS42_6BS_TGACv1_513312_AA1637980.1	F-box domain containing protein
		TRIAE_CS42_6BS_TGACv1_518580_AA1677490.1	F-box domain containing protein
miR9674b-5p	tae, ata	TRIAE_CS42_6BS_TGACv1_513439_AA1641610.4	Protein Rf1. PPR repeat domain containing protein
miR7757-5p	tae, bdi	TRIAE_CS42_6AS_TGACv1_485261_AA1541860.2	disease resistance protein RGA5-like
miR9676-5p	tae	TRIAE_CS42_3B_TGACv1_224755_AA0801120.1	biostress-resistance-related protein
wheat_miR259-5p	tae	TRIAE_CS42_2DS_TGACv1_179410_AA0606910.1	Kinesin-like protein KIF15
wheat_miR652-3p	tae	TRIAE_CS42_4DS_TGACv1_361398_AA1167080.1	protein FAF-like, chloroplastic
miR5048-5p	tae, hvu	TRIAE_CS42_6AS_TGACv1_485227_AA1540680.1	putative terpene synthase

Note: tae, ata, bdi and hvu design *Triticum aestivum, Aegilops tauschii*, *Brachypodium distachyon* and *Hordeum vulgare*, respectively

**Fig. 7:**
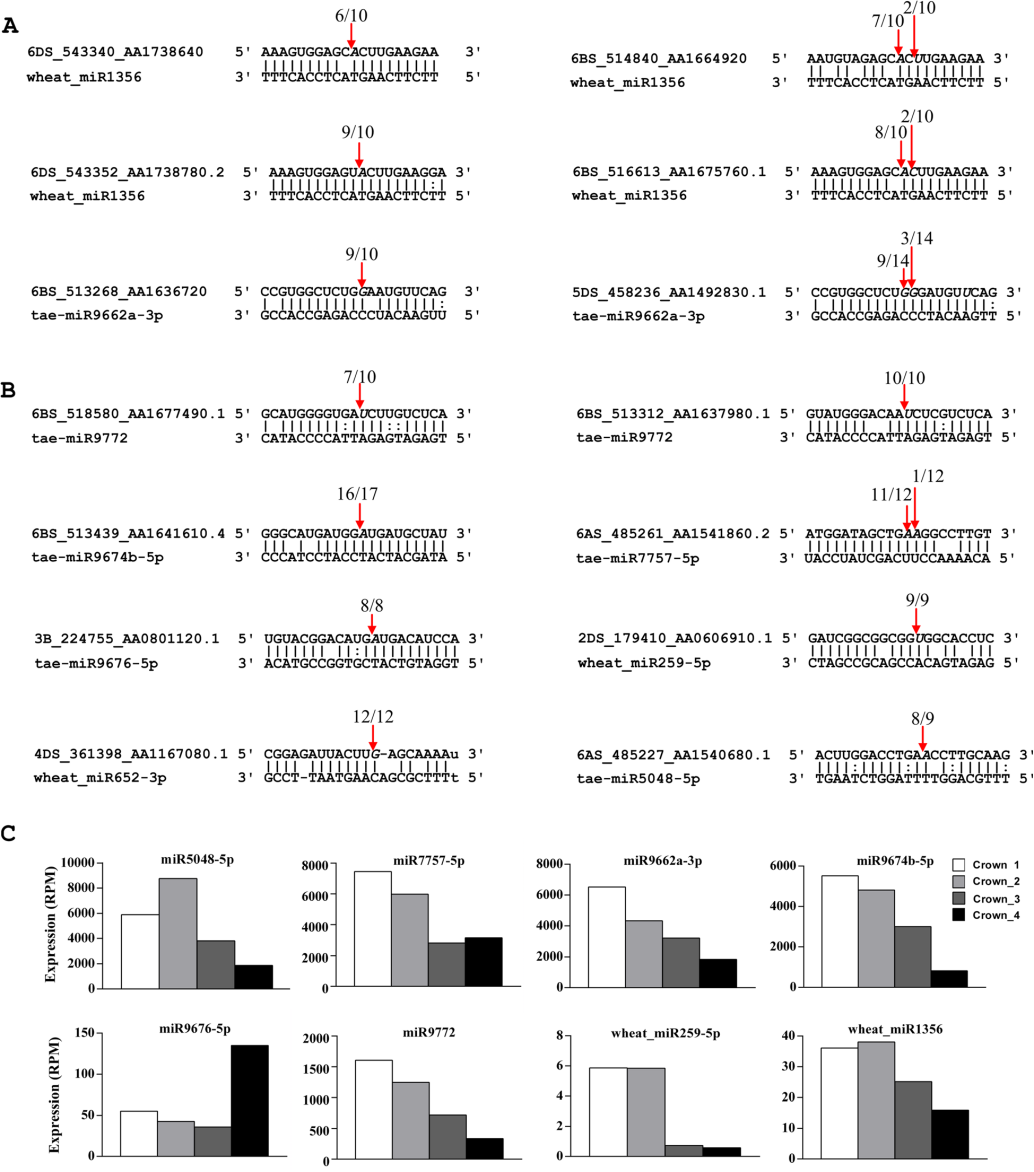
Validation of 14 novel targets for 9 miRNAs using RLM-5′ RACE assay. Red arrows represent the detected cleavage sites. Gene ID, 6BS _516613_AA1675760.1, is the abbreviation of TRIAE_CS42_6BS_TGACv1_516613_AA1675760.1. **A** mitochondrial transcription termination factors (mTERFs) targeted by miR9662a-3p and wheat_miR1356. **B** Other novel targets of non-conserved miRNAs. **C** Expression of the eight DEMs in crown tissues

## Discussion

The initiation of flowering in plants is regulated by complex gene networks that are influenced by environmental and endogenous cues to ensure that plants flower at the favorable time and environmental conditions. Under natural growth conditions, winter wheat must undergo a long period of low temperature in winter, and then transit from vegetative growth to reproductive growth in next spring. During this period, wheat must adjust its growth and development in response to changes in ambient temperature, light, and other environmental factors. The SAM of the crown tissue is the essential site of cold perception, which produces leaf primordia or floral primordia at the vegetative growth and reproductive phase, respectively. Therefore, we performed a transcriptome study of miRNAs expressed in wheat crown tissues at the three-leaf stage, winter dormancy stage, spring green-up stage, and jointing stage. In total, 348 miRNAs belonging to 298 miRNA families were identified in this study. With the exception of miR162, all of the most conserved miRNAs across the plant kingdom were found. 

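miR159a.1, the only listed member of its family, held 15.4%, 15.8%, 42.1% and 20.8% of the RPM of all listed miRNAs at the 4 stages in order. The shares of miR168a-5p were 25.6%, 23.6%, 11.7% and 19.8%.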

The miR159 and miR168 families showed markedly high expression levels in crown tissues, which was similar to related findings in wheat leaves and rice [43, 46]. 

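Non-conserved known miRNAs above 1000 RPM numbered 9 at the three-leaf stage, 9 at dormancy, 8 at green-up and 6 at jointing. The non-conserved set held 40.6%, 41.9%, 31.7% and 37.6% of the summed RPM of known miRNAs in these libraries.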

Non-conserved miRNAs, such as miR5048, miR5062, miR7757, miR9652, miR9662, miR9674, miR9772, and miR9773, were also highly expressed in the crown tissues across the studied stages. Moreover, 64 novel miRNAs that have been reported in wheat leaves [43] were also found in this study, confirming the reliability of these sRNAs as miRNAs.

The close association between miRNA and stress is revealed by the fact that miR398 targets Cu/Zn superoxide dismutases (*Cu/Zn SODs*) and a copper chaperone for Cu/Zn SOD (*CCS1*) [5, 47]. Strong upregulation of miR393 and downregulation of miR319 and miR398 were observed in Arabidopsis under cold stress [48]. 

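Between the three-leaf stage and dormancy, miR319b-3p fell by 1.98 on the log2 scale, from 451.4 to 114.5 RPM (exact 95% interval of the change -2.04 to -1.91). Of the 206 known miRNAs above 5 RPM in either library, 149 stayed within 2-fold. Of the 92 listed DEMs 78 did, as did 16 of the 20 that belong to conserved families.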

Many conserved miRNAs and non-conserved miRNAs are found cold stress responsive in diverse plant species [49]. miR319b-3p was suppressed in crown tissues during the winter dormancy stage (Additional file 1 & Additional file 7), which was in accordance with the findings in Arabidopsis and wheat leaves [43, 48], while, most previously reported cold responsive miRNAs showed similar expression levels at both the three-leaf stage and winter dormancy stage (Fig. 3, Additional file 1 & Additional file 3). This was ascribed to the fact that most previous studies were conducted in controlled temperature environments for short term cold stress, while the samples used in the present study were collected from winter wheat grown in the field under natural weather conditions; thus, the wheat was not under cold stress, but went through cold acclimation [43].

Several miRNAs that are important for Arabidopsis and other plant vegetative/reproductive phase transition were found to be regulated in winter wheat. For example, miR156a-5p was highly expressed in the winter dormancy stage and declined at the green-up and jointing stages, while the expression of miR172a-5p was very low at the vegetative stage, then markedly induced at the green-up stage and reached its highest expression level at the jointing stage (Fig. 6). This finding indicates that the miR156 and miR172 regulation loop is conserved in wheat and other plant species. miR172 was more induced in the crown tissues than that in the leaves (Fig. 5), which ties well with the function of *AP2*, target of miR172, as flower repressors [12, 13]. miR319 targets *TCP* TFs, which play major roles in different developmental processes, including flower production, gametophyte, and leaf development [50]. miR319b-3p was constitutively induced at the green-up stage and jointing stage (Fig. 3 and Additional file 5), indicating that miR319 might be essential in regulating SAM differentiation into leaf meristem or floral meristem. 

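miR156a-5p had 226.5 RPM at green-up and 74.2 RPM at jointing, a log2 change of -1.61 between them, with a 95% Wilson interval at jointing of 70.6 to 78.0 RPM. miR172a-5p stood at 29.3 RPM at the three-leaf stage and 23 RPM at dormancy, then at 109.2 RPM at green-up and 492.1 RPM at jointing. From dormancy to jointing it rose 21.4-fold.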

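miR319b-3p had 1049.7 RPM at green-up and 4558.3 RPM at jointing, a log2 change of 2.12 between them. Jointing exceeded dormancy 39.8-fold. From this rise, the paper proposes a role of miR319 in the differentiation of the meristem.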

Lower expression of miR399b in wheat crowns was detected at the green-up and jointing stages than at the vegetative growth stages, which confirms the findings that miR399 is a temperature-responsive miRNA [17], and the miR399-*PHO2* module might have roles in regulating flowering time in wheat as in Arabidopsis [18]. 

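miR399b had 33.7 RPM at green-up (737 reads) and 40 RPM at jointing (832 reads), with 95% Wilson intervals of 31.3 to 36.2 and 37.4 to 42.8 RPM. Its log2 change between dormancy and green-up was -1.5.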

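miR5200a-3p was listed at 437.5 RPM at the three-leaf stage, 547.4 at dormancy, 16.4 at green-up (359 reads) and 79.6 at jointing. The fall from dormancy to green-up was 33.4-fold. From green-up to jointing it rose by 2.28 on the log2 scale, to a level 6.88-fold below dormancy.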

Expression of miR5200a at the green-up and jointing stages were lower than that at the vegetative stages (Fig. 6 and Additional file 5), which is consistent with its expression in leaves of *B. distachyon* and wheat [39, 43], and agrees well with the finding that *VRN3*, target of miR5200, is significantly induced at the reproductive stage [24]. In addition, the expression of miR5200a was dramatically higher in leaves than in crowns during winter dormancy stage (Fig. 5A), which could suppress the expression of *VRN3* and prevent wheat flowering at cold winter.

Plant hormone is one of the main factors affecting flowering initiation and development. miR159 targets *MYB* TFs that are implicated in the GA flowering pathway. 

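miR159a.1 rose by 1.08 on the log2 scale from dormancy to green-up, and it then fell by 1.66 to jointing. Relative to the three-leaf stage its log2 change was -0.04 at dormancy and -0.62 at jointing. Scaling to the reads of the listed miRNAs raises these by 0.07 and 1.05, which makes both positive. Median-ratio scaling raises the jointing change by 1.05 as well, so its direction depends on the scaling.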

Expression of miR159a.1 was suppressed in leaves at the spring green-up and jointing stages [43], while it was induced in crowns at the spring green-up stage, then markedly declined at jointing stage (Fig. S3), which is similar to its expression pattern observed in Arabidopsis [51], and is consistent with previous findings that miR159 is a flowering suppressor [16]. Several miRNAs target auxin response factors (ARFs) that further affect plant growth and phase transition. miR390 affects not only root development and leaf morphogenesis, but also influences the flowering process by prolonging the juvenile phase of Arabidopsis [52, 53]. miR390 triggers the production of ta-siRNA3 from the *TAS3* locus, and ta-siRNA3 negatively regulate the expression of *ARF3* and *ARF4* [54]. Both miR160 and miR167 also target different *ARF* members [5]. 

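miR390a-5p had 198.2 RPM at the three-leaf stage and 67.3 RPM at jointing, and its log2 change from green-up to jointing was -1.90. For miR167a, 1053.3 RPM were listed at green-up and 286.1 RPM at jointing, a change of -1.88.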

Wheat miR390 was suppressed at the jointing stage, the expression of miR167a declined at the spring green-up stage and reached its lowest expression level at the jointing stage, indicating that miR390 and miR167a are negative regulators during the winter wheat juvenile-adult phase transition, which is similar to that in Arabidopsis [52, 55]. Loss-of-function of ath-miR160a leading to irregular flowers, reduced fertility and aberrant seeds in Arabidopsis [56]. In this study, expression of miR160a-5p was markedly induced at the green-up stage, then slightly decreased at jointing stage, together with the fact that miR160a-5p was more abundantly expressed in the crowns than in the leaves (Additional file 6), we speculate that miR160 could regulate flowering by targeting *ARFs* in wheat.

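miR160a-5p had 689.9 RPM at the three-leaf stage, 222.8 at dormancy, 1499 at green-up and 1108.9 at jointing. The step from green-up to jointing was -0.43 on the log2 scale as deposited. It became 0.20 when scaled to the reads of the listed miRNAs and 0.14 under median-ratio scaling, so its direction depends on the scaling.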

Many species-specific miRNAs have emerged during plant evolution. 

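In Additional file 5, 20 of the 92 DEMs belong to the conserved families. The other 72 (78.3%) comprise 53 known miRNAs and the 19 wheat_miRNAs.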

A big portion of DEMs identified in this study were non-conserved, wheat or *Pooideae*-specific miRNAs. Target identification is the premises to determine whether these miRNAs are functional and what are their functions. Using RLM-5′ RACE assay, 14 genes were verified as novel targets of nine wheat or *Pooideae*-specific miRNAs (Table 2). Mitochondria are critical for energy production and cell signaling. Mitochondria have their own genome (mitochondrial DNA, mtDNA), RNA, and ribosomes; therefore, the regulation of mtDNA expression is critical for meeting energy demands during particular growth and developmental stages, or in response to environmental changes [57]. The majority of mTERFs in plants are predicted to be plastid- or mitochondria-localized, and have emerged as central players in mitochondrial gene expression in various eukaryotes [45]. Four *mTERF*s were confirmed as targets of wheat_miR1356, and two other *mTERF*s were found to be experimentally cleaved by miR9662a-3p (Fig. 7A). We previously verified that TRIAE_CS42_6DS_TGACv1_542718_AA1728780 (*mTERF*) is a target of miR9662a-3p [43]. In total, seven *mTERFs* were confirmed as targets of miRNAs in wheat. Pentatricopeptide repeat (PPR)-containing proteins are one of the largest protein families in plants, and half of the PPR proteins function within mitochondria [58]. Cytoplasmic male sterility (CMS) is a maternally inherited feature that prevents the production of functional pollen. Several PPR proteins have been proven to be CMS fertility restorers in different species [59–63]. Genetic and biochemical analyses have shown that PPR proteins can affect RNA processing with their PPR motif in a sequence-specific manner [58, 64, 65]. Two *Rf1* genes (PPR proteins), TRIAE_CS42_6BS_TGACv1_513439_AA1641660, validated previously [43], and TRIAE_CS42_6BS_TGACv1_513439_AA1641610 (Fig. 7B), were verified as targets of miR9674b-5p in wheat. The expression of miR9662a-3p, wheat_miR1356, and miR9674b-5p were high at the three-leaf stage and winter dormancy stage, and gradually decreased with the growth of winter wheat plants (Figs. 3, 7C & Additional file 5). Therefore, we speculate that these three miRNAs are essential for winter wheat growth and development by targeting *mTERF* and *Rf1* genes, which, in turn, regulate mitochondrial gene expression, maturation, and stability.

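miR9662a-3p had 6522.1, 4329.7, 3200.6 and 1834.8 RPM at the 4 stages in order, and miR9674b-5p 5522.4, 4811.3, 2997.5 and 820.7 RPM. wheat_miR1356 reached 25.1 RPM at green-up and 15.9 RPM at jointing, and its ratio to wheat_miR1202, which contains its sequence, stayed between 2.45% and 2.79%. For miR9662a-3p the log2 change from dormancy to green-up was -0.44, which median-ratio scaling moved to 0.00.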

Terpenoids, a kind of secondary metabolite, play important roles in plant defense and interactions with unfavorable environments. Plants have two different terpenoid biosynthesis pathways: the mevalonate (MVA) pathway and non-mevalonate, or methylerythritol 4-phosphate (MEP) pathway, which take place in the cytoplasm and plastid, respectively [66]. Several miRNAs, including miR396, miR398, miR530, miR6300, and miR6173, have been predicted to be involved in the terpene pathway due to the fact that their targets are the upstream genes in the MVA or MEP pathways [66, 67]. In this study, miR396, miR398, miR6300, and miR530 were induced/ suppressed during the winter dormancy stage. Moreover, we verified that miR5048-5p, which was highly expressed during the winter dormancy stage, targeted TRIAE_CS42_6AS_TGACv1_485227_AA1540680 (a putative terpene synthase) by post- transcriptional cleavage (Fig. 7B), which provided confirmative evidence that miRNA is directly associated with terpenoid biosynthesis, which might be beneficial for wheat survival in cold winter weather conditions.

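Between the three-leaf stage and dormancy, miR530-3p fell from 69.5 to 13.7 RPM, a log2 change of -2.34 and past the threshold. miR396b-5p changed by -0.27, miR398a-3p by 0.27 and miR6300 by 0.35, all within 2-fold. Of the other listed members of these families, miR396c-3p went from 155.4 to 179.1 RPM and miR398f-5p from 42.2 to 76.7 RPM. The exact 95% interval of miR6300, for which 123.3 and 157.4 RPM were listed, ran from 0.28 to 0.43.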

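miR5048-5p had 5891.1 RPM at the three-leaf stage, 8765.7 at dormancy, 3809 at green-up and 1873.7 at jointing. Its rise into dormancy was 0.57 on the log2 scale, under the 2-fold threshold, and it fell by 1.20 from dormancy to green-up.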

Wheat_miR259-5p was first identified in wheat leaves [43]. TRIAE_CS42_2DS_TGACv1_179410_AA0606910, a kinesin-like protein of *KIF15*, was validated as a target of wheat_miR259-5p (Fig. 7B). Kinesin proteins are important microtubule-based motor proteins that play critical roles in mitosis, morphogenesis, and signal transduction. Plant kinesins are directly or indirectly associated with cell division and growth [68, 69]. Rice mutants of *bc12* (a kinesin-like protein, Brittle Culm12) displays a dwarfism phenotype [70]. Further study showed that BC12 possesses transcription regulation activity and mediates cell elongation by regulating the GA biosynthesis pathway in rice [71]. 

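wheat_miR259-5p had 5.86 RPM at the three-leaf stage and 5.84 at dormancy (120 reads), then 0.730 at green-up (16 reads) and 0.580 at jointing (12 reads). These are the values deposited under the name wheat_miR259, which was taken as wheat_miR259-5p. The log2 change from dormancy to green-up was -3 (exact 95% interval -3.85 to -2.24). The difference between green-up and jointing, -0.33, was within counting error (-1.55 to 0.83).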

In this study, wheat_miR259-5p was highly expressed during vegetative growth and decreased at the spring green-up and jointing stages (Fig. 7C), indicating that *KIF15* might be suppressed in winter and induced in the warm spring season. This is correlated well with the low and sometimes ceased growth of wheat in the cold winter, and the fast growth at the green-up and jointing stages.

It is known that *FANTASTIC FOUR* (*FAF*) genes in Arabidopsis can regulate shoot meristem size [72]. We confirmed that wheat_miR652 targeted TRIAE_CS42_4DS_TGACv1_361398_AA1167080.1, a FAF-like gene (Fig. 7B). TRIAE_CS42_6AS_TGACv1_485261_AA1541860.2, disease resistance protein RGA5-like, was confirmed as a target of miR7757-5p (Fig. 7B), which was highly expressed during the winter dormancy stage, implying that miR7757-5p might play a role in the resistance of wheat to the cold weather in winter. 

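miR7757-5p had 7455.9 RPM at the three-leaf stage, 5976.9 at dormancy, 2804.9 at green-up and 3139.8 at jointing. Dormancy was the second highest of the 4 libraries, at a log2 change of -0.32 against the three-leaf stage.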

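miR9676-5p was listed at 55.1, 42.6, 35.9 and 134.9 RPM at the 4 stages in order, and jointing was 2.45-fold above the three-leaf stage. The step from dormancy to green-up, -0.25 on the log2 scale, became 0.09 when scaled to the listed miRNAs.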

TRIAE_CS42_3B_TGACv1_224755_AA0801120, a biostress-resistance-related gene, was proven as a target of miR9676-5p, which was significantly induced at the jointing stage. 

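miR9772 had 1606.4 RPM at the three-leaf stage, 1246.5 at dormancy, 720 at green-up and 335.4 at jointing. Its log2 change was -0.79 from dormancy to green-up and -1.1 from green-up to jointing.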

Two F-box domain containing protein genes were validated as targets of miR9772, which was highly expressed in the vegetative stages and decreased at the green-up and jointing stages (Figs. 6 & 7). Target validation is the basis for illustrating the function of miRNAs, further functional analysis of these target genes is required to determine the detailed roles of the corresponding miRNAs in wheat.

Target genes of conserved miRNAs are relatively studied well, and are conserved in all or most plant species [5, 27, 32, 43]. Based on the DEMs expression pattern at the later three stages, we constructed a model to show the DEMs and their corresponding targets regulation network during winter wheat transition from vegetative growth to reproductive growth (Fig. 8). Further studies to identify the target genes regulated by the non-conserved miRNAs will enrich this network.

**Fig. 8:**
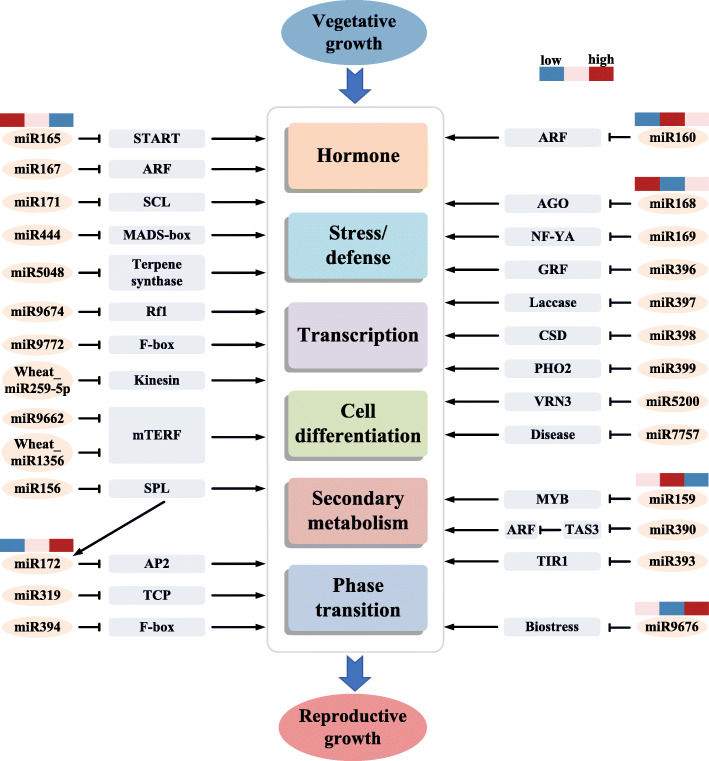
Schematic illustration of miRNA regulatory network in crown tissues associated with winter wheat transition from vegetative growth to reproductive growth. Letters inside square box indicate the miRNA target gene function. Color bar indicates miRNA expression pattern at winter dormancy stage, spring green-up stage and jointing stage. TF: transcription factor; AGO: Argonaute; AP2: Apetala 2; ARF: Auxin response factor; CSD: Copper/zinc superoxide dismutase; GRF: Growth regulating factor protein; mTERF: mitochondrial transcription termination factors; MYB: Myb-like DNA-binding domain containing protein; NF_YA: Nuclear transcription factor Y subunit alpha; PHO2: PHOSPHATE 2; Rf1: Release factors 1; SCL: Scarecrow-like protein; SPL: Squamosa promoter-binding like protein; START: START domain containing protein; TAS3: trans-acting small interfering RNA3; TCP: TEOSINTE-BRANCHED1/CYCLOIDEA/PCF; TIR: Transport inhibitor response 1 protein; VRN3: Vernalization 3

## Conclusions

In total, 348 miRNAs belonging to 298 miRNA families were identified in wheat crown tissues, and 92 DEMs were significantly regulated from the three-leaf stage to jointing stage. Moreover, 14 novel target genes for nine wheat or *Pooideae*-specific miRNAs were verified using RLM-5′ RACE assay. The present study not only confirmed the known miRNAs associated with plant phase transition and floral development, but also identified a number of wheat or *Pooideae*-specific miRNAs critical for winter wheat growth and development. This study also provided experimental evidence that miRNA could regulate mitochondrial gene expression by targeting *mTERF* and *Rf1* genes. Our study provides valuable information for further exploration of the mechanism behind miRNA mediated post-transcriptional regulation during winter wheat vernalization and inflorescent initiation.

## Materials and methods

### Plant materials and growth

Shimai 22, a semi-winter wheat cultivar [73], was used in this study. Seeds were sewn in autumn. Crown tissues were collected at four different stages, that is, the three-leaf stage (Crown_1), winter dormancy stage (Crown_2), spring green-up stage or double ridge stage (Crown_3), and jointing stage (Crown_4). Three biological replicates were collected for each stage. All of the samples were collected between 1:30 and 3:00 PM [43]. All samples were frozen immediately in liquid nitrogen and stored at − 80 °C for total RNA isolation.

### Small RNA library construction and sequencing

Total RNA was extracted using TRIzol reagent (Thermo Fisher Scientific, USA). RNA quality and concentration were measured using 1% agarose gel electrophoresis and Nanodrop2000 measurements. Total RNA from the three biological replicates for each growth stage were equally pooled for sRNA library preparation. In total, four small RNA libraries (Crown_1, Crown_2, Crown_3, and Crown_4) were constructed in the following steps: sRNAs (18–30 nt) were purified using 15% polyacrylamide gel electrophoresis (PAGE), 3′ and 5′ RNA adaptor ligation, reverse transcribed into cDNA, library enrichment by PCR amplification, and sRNA library purification using PAGE [7, 43]. The quality and concentration of the sRNA libraries were checked using Agilent bioanalyzer 2100 and by quantitative PCR. The sRNA libraries that were barcoded for each sample were multiplexed and sequenced on a BGISEQ500RS sequencing platform (BGI, Shenzhen, China).

### Small RNA sequencing data analysis

Raw reads from high-throughput sequencing was filtered by removing low quality reads and trimming the adaptor sequences to obtain clean reads ranging from 18 nt to 30 nt. Reads derived from rRNAs, tRNAs, small nuclear RNAs (snRNAs), small nucleolar RNAs (snoRNAs), and repeat RNAs were further discarded using SOAP [27, 43, 74–76]. Identical reads were pooled to generate unique reads and corresponding frequencies. All mature plant miRNAs deposited in miRBase Release 22.1 (http://www.mirbase.org) were downloaded, and the redundant sequences were combined to obtain known plant miRNA sequences. Clean reads were used to identify known miRNAs expressed in crown tissues via BLASTN search against known miRNA sequences. Those with fewer than two mismatches with known plant miRNA sequences were designated as known wheat miRNAs; sRNA sequences were also searched by alignment with the novel miRNAs identified in wheat leaves in our previous study [43]. The remaining sequences were mapped to the wheat genome for novel miRNA identification using MIREAP software (https://sourceforge.net/projects/mireap/). The flanking genome sequences (from 100 nt upstream to 100 nt downstream) of the sRNAs were used to predict the secondary hairpin structures using Mfold [77]. Only those with more than 50 reads in at least two samples and detected miRNA* were retained, and the miRNA candidates were further screened by BLASTN against wheat miRNAs that were reported in the literature but not deposited in miRbase to determine whether they were novel miRNAs.

### Screening and validation of differentially expressed miRNAs

To identify the miRNAs that were differentially expressed in crown tissues during the four different stages, expression of miRNAs were normalized using Tags Per Million reads (TPM). The DEGseq pipeline [78] was used to identify DEMs using the following criteria: |log_2_ fold change| **>** 1, *p* < 0.01, with more than 5 TPM in at least one stage for each comparison. 

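DEGseq was not run here. In its place, a two-sided exact binomial test on the reads of the libraries compared and the normal approximation on the MA plot that DEGseq uses were computed as alternatives. Each removed 0 of the 245 miRNAs that passed the fold and level thresholds. Such a test compares those libraries, not the stages, since each library is a single pool. In simulated reads with 200 of 348 miRNAs changed 4-fold, the thresholds recovered 150 of 150 and called 0 of the 148 unchanged ones. The 150 are the changed miRNAs simulated above a cut set somewhat over 5 RPM, so those near the threshold were not scored. Reads varied by counting error alone, without a shift between libraries. This checks the code and does not show how reliable calls between single pooled libraries are.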

The miRNAs that met these criteria were designed as DEMs.

Expression pattern of DEMs were checked by qRT-PCR. Total RNA was first polyadenylated and then reverse transcribed into cDNA using a poly (T)-adaptor oligonucleotide according to the instruction of Mir-X miRNA qRT-PCR SYBR Kit (TaKaRa, Cat. No. 638313, Tokyo, Japan). miRNA sequences were used for miRNA specific forward primer designing. The cDNAs were diluted 10-fold for qRT-PCR analysis [43]. Dissociation curves were checked to exclude nonspecific amplifications. All reactions were repeated three times per sample. U6 snRNA was used as reference to normalize the expression of miRNAs. miRNA expression at the three-leaf stage (Crown_1) was set to 1.0, the relative expression of miRNA in other three stages were determined using the comparative threshold cycle (2^-ΔΔCT^) method [79]. The sequence of the all primers used in this study is presented in Additional file 8.

### Validation of miRNA target genes using RLM-5′ RACE assay

RNA ligase-mediated 5′-rapid amplification of cDNA ends (RLM-5′ RACE) was used to validate the potential target genes of the identified DEMs. A 5′ RNA adaptor (5′ GUU CAG AGU UCU ACAG UCC GAC 3′) was ligated to 5′end of RNA, oligo dT (18) primer and Superscript II reverse transcriptase (Thermo Fisher Scientific, USA) were used to synthesize cDNA. Nested PCR was performed and separated on a 2% agarose gel. Bands with expected sizes were purified and ligated to pMD19 T-vector (TaKaRa). Following transformation and colony PCR, plasmids were isolated from positive colonies and subjected to Sanger sequencing [5, 43].

## Supplementary Information

**Additional file 1: Table S1.** Expression of known miRNAs identified in wheat crown tissues.

**Additional file 2: Figure S1.** Common and specific known miRNAs expressed in wheat crown tissues at four different growth and development stages.

**Additional file 3: Table S2.** Expression of wheat new miRNAs in crown tissues.

**Additional file 4: Table S3.** Information of wheat_miRNA2693 and wheat_miR5099.

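Table S4 gives the RPM of the 92 DEMs at each stage. All 92 had the same 4 values as the deposited table after rounding, and 9 of them were at 0 in some library.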

**Additional file 5: Table S4.** Expression of differentially expressed miRNAs in wheat crown tissues.

**Additional file 6: Figure S2.** miRNAs with similar expression patterns in crown and leaf tissues at the winter dormancy stage, spring green-up stage and jointing stage.

**Additional file 7: Figure S3.** miRNAs with different expression patterns in crown and leaf tissues at the winter dormancy stage, spring green-up stage and jointing stage.

**Additional file 8: Table S5.** Sequence of primers used in this study.

## Data Availability

The sRNA-Seq data obtained in this study was deposited at the National Center for Biotechnology Information Gene Expression Omnibus (NCBI, GEO, http://www.ncbi.nlm.gov.geo/) under accession number GSE155963.

## Abbreviations

miRNA: MicroRNA
sRNA: Small RNA
snRNAs: Small nuclear RNAs
snoRNAs: Small nucleolar RNAs
mtDNA: Mitochondrial DNA
TFs: Transcription factors
SPL: Squamosa promoter binding like
AP2: APETALA2
PHO2: PHOSPHATE 2
SAM: Shoot apical meristem
FT: FLOWERING LOCUS T
TOC1: TIME OF CAB EXPRESSION 1
DEMs: Differentially expressed miRNAs
mTERF: Mitochondrial transcription termination factor
SODs: Superoxide dismutases
ARFs: Auxin response factors
PPR: Pentatricopeptide repeat
CMS: Cytoplasmic male sterility
MVA: The mevalonate
MEP: Methylerythritol 4-phosphate
FAF: FANTASTIC FOUR
PAGE: Polyacrylamide gel electrophoresis
TPM: Tags Per Million
RLM-5′ RACE: RNA ligase-mediated 5′-rapid amplification of cDNA ends
SD: Standard deviation

How the deposited data were processed for this re-analysis (not part of the article)

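Small RNA libraries were made from crown tissue of wheat cultivar Shimai 22 at 4 stages, 1 library per stage, each from equal parts of total RNA of 3 biological replicates. The authors sequenced them on a BGISEQ-500 instrument, kept reads of 18 to 30 nt, removed reads of rRNA, tRNA, snRNA, snoRNA and repeats with SOAP, and merged identical reads. Known miRNAs were assigned by BLASTN against plant miRNAs of miRBase with fewer than 2 mismatches, and wheat_miRNAs by comparison with miRNAs found before in wheat leaves or by MIREAP on the wheat genome. The version of these tools is not given in the paper's text.

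The deposited values are RPM, computed by the authors as tags per 1000000 mapped reads (headed TPM in the table) and rounded to 1 decimal for known miRNAs and 2 for wheat_miRNAs. They are not divided by miRNA length. All 348 miRNAs had the values of Additional files 1 and 3 after rounding, and the largest difference was 0.05 RPM. The denominator is mapped reads, since the unrounded RPM times the mapped reads of Table 1 gave whole numbers for 100% of the 808 values under 2000 reads. These recovered reads were used for intervals and for the tests on reads. The mapped reads ran from 20533438 to 21888604 per library. The lengths of the miRNAs were taken from the deposited table as well.

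Fold changes were computed on the RPM as deposited, as log2 of the ratio of 2 libraries. A miRNA listed at 0 was set to the value of 3 reads, and its fold change is a lower bound only where the 0 stands for 3 reads or fewer, since the smallest listed values were 13, 7, 5 and 5 reads. A miRNA passed in a comparison when its log2 fold change was beyond 1 in either direction and at least 1 of the libraries exceeded 5 RPM, over all 6 pairs of stages. DEGseq was not run. The p threshold of 0.01 was applied only in alternatives, once with an exact binomial test and once with the normal approximation on the MA plot, both coded here. Both were tested on simulated reads without a change, where 10 of 245 miRNAs (4.08%) had p under 0.05. Intervals of single values are 95% Wilson intervals and those of log2 changes are exact binomial intervals. They cover counting error only, because reads without molecular identifiers are not independent molecules and the replicates were pooled.

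Design, alternatives and the rule for naming miRNAs were set before the data were examined, with the additional files of the paper, which hold nearly the same values, already at hand. Named miRNAs are those the paper names in its results, discussion, Table 2 or Fig. 4, the 6 with the highest RPM among those that passed and are not in Additional file 5, and the members of pairs or trios of miRNAs with identical or contained sequences or with values that add up. miR5387a and wheat_miR128 were named after their values were seen. The alternatives covered the value given to a 0, a pseudocount of 1 RPM, the level filter, the scaling of the libraries, the fold threshold and the set of comparisons. A ranking of conserved families by their highest stage was added after the values were seen.

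Calculations used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and figures matplotlib 3.10.9. The qRT-PCR, the RLM-5′ RACE assays, the leaf libraries and the positions of miRNAs in the wheat genome were not analysed here.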

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

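Leaving out miRNAs at 0 in either library was among the alternatives set before the data were examined. Its use to test why miRNAs are missing from the list of DEMs was chosen only after the result was seen. The same holds for the rule on miRNAs at 0 in any library, and not for the test on the level.

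A signal well above the 3 reads given to a miRNA listed at 0 was found in 5 abundant miRNAs that passed the thresholds, are not in Additional file 5 and are not discussed by name in the paper. miR168-3p had 2702.6 RPM at the three-leaf stage, 2601.1 at dormancy, 846.2 at green-up and 805.8 at jointing, and stayed between 5.89% and 8.12% of miR168a-5p, which is listed. wheat_miR1560 was at 1516.89 RPM at dormancy, 277.01 RPM at jointing and 0 in the other libraries. miR396c-3p rose from 155.4 RPM at the three-leaf stage to 400 RPM at jointing. miR6478 fell from 300 RPM at the three-leaf stage to 126.1 RPM at green-up. miR5387b was at 0 at the three-leaf stage and at 288.3 RPM at green-up. No other listed miRNA was similar to the first 4, and miR5387b is similar to miR5387a, which was listed at 91.8 RPM at the three-leaf stage alone.

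Neither leaving out miRNAs at 0 in either library of a comparison, which left 181 that passed, nor a level of 20 RPM accounts for these 5 missing from the list of DEMs, because each passed between 2 libraries that were both above 20 RPM. A rule leaving out miRNAs at 0 in any library would keep miR168-3p, miR396c-3p and miR6478 in the list. It is also argued against by 9 listed DEMs that were at 0 in some library. Among the miRNAs that passed and are not listed, 68 were above 0 in all libraries. Other technical reasons remain open. The change of the sampled stage remains an untested biological explanation for the changes themselves, since each stage had 1 library.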

How the results depend on the processing

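The ranking of families by their highest stage was chosen only after the result was seen, and all other settings in this part before.

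No paired analysis was possible because each stage had 1 pooled library and the results come from no replicate test. In the counts of miRNAs past the thresholds, the 2 other values for a 0 and the 2 tests on reads changed nothing. The count in any comparison rose to 310 without the filter on low values, and a fold threshold of 4 removed 78 of the 245.

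Green-up against dormancy gave 43 higher miRNAs. This count became 23 without miRNAs at 0 in either library, 28 with more than 20 RPM required, and 66 under median-ratio scaling. The first 2 settings test fewer miRNAs. With a fold threshold of 4, 38 miRNAs were lower in place of 72, 59 of the 92 listed DEMs passed in any comparison, and 16 of the 38 listed DEMs stayed lower, which follows from the stricter threshold. Under median-ratio scaling 23 of these 38 stayed lower, and 17 listed DEMs were highest at green-up in place of 10. This scaling raises green-up by a log2 of 0.44 against dormancy.

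Medians of conserved miRNAs over miRNAs above 0 were 86.7, 93.5, 44.6 and 50.25 RPM at the 4 stages in order, and over summed families 353.2, 255.15, 319.15 and 252.5 RPM. For non-conserved miRNAs these were 33.7, 25.6, 28.35 and 20.6 RPM, and 15, 16, 17.7 and 9.4 RPM. Conserved medians stayed above non-conserved ones in all 4 libraries under both settings. Both rest on fewer values. The miR319 family ranked 8 by its sum, 7 by its highest member and 4 by its highest stage. Without miR159a.1 and miR168a-5p, the sums of all listed miRNAs were 84328.8, 82270.6, 49582.2 and 40940.2 RPM.

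The median log2 change from the three-leaf stage to dormancy, -0.01, became 0.00426 scaled to clean reads and 0.0632 scaled to the reads of the listed miRNAs. From dormancy to green-up it was -0.24 scaled to clean reads and 0.0571 scaled to the reads of the listed miRNAs, against -0.28. From green-up to jointing, -0.70 became -0.0624 scaled to the reads of the listed miRNAs and -0.60 without miRNAs at 0. The scaling factors themselves account for the first 5 of these changes.

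For named miRNAs, 111 log2 changes were each recomputed under 4 alternatives, of which 387 values kept direction and side of the threshold, 32 became weaker, 6 stronger and 19 reversed. The reversals among these 111 changes all had a main log2 change between -0.44 and -0.13. That range does not bound reversals in other comparisons. Between the three-leaf stage and jointing both scalings shift log2 changes by 1.05. There the change of miR159a.1, -0.62 and not among the 111, also turned positive. Scaled to the reads of the listed miRNAs and under median-ratio scaling, the changes from dormancy to green-up were 0.0747 and 0.17 for miR1136, 0.0933 and 0.19 for miR5049d, 0.0335 and 0.13 for miR6224a-5p, 0.0920 and 0.19 for miR9676-5p, 0.20 and 0.30 for wheat_miR1327, 0.0608 and 0.16 for wheat_miR1372, and 0.0534 and 0.15 for wheat_miR1559. Under median-ratio scaling alone, miR5174a reversed to 0.0179, miR9662a-3p to 0.0015 and miR9863a-3p to 0.0941. From green-up to jointing, miR160a-5p reversed to 0.20 and 0.14. Whether either scaling is closer to the amounts per cell was not tested.

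Depth limits miRNAs near 5 RPM, which rest on about 100 reads, and those listed at 0, whose fold changes depend on what the 0 stands for.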

Differences from the paper's values

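Of the settings in this part, only the ranking by highest stage was chosen after the result was seen.

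In any comparison 245 miRNAs passed the thresholds, against the paper's 92. None of the alternatives set before the data were examined closed this gap, and the nearest were a fold threshold of 4, which removed 78 of the 245, more than 20 RPM in at least 1 library (171) and leaving out miRNAs at 0 (181). From dormancy to green-up 115 passed, against the paper's 50. A fold threshold of 4 gave 69, within 1.5 times the paper's value, and no other alternative did. The lower miRNAs numbered 72, against the paper's 38. A fold threshold of 4 gave 38, median-ratio scaling 52, more than 20 RPM 53, leaving out miRNAs at 0 gave 54 and scaling to the reads of the listed miRNAs 57, all within 1.5 times. The other alternatives stayed outside. Of the paper's 38, the settings within 1.5 times kept 16, 23, 34, 35 and 28 as lower, in the order given. The equal count at a fold threshold of 4 therefore does not come from the same miRNAs. The higher miRNAs numbered 43, against the paper's 12, and no alternative closed that gap, the nearest being 23 without miRNAs at 0.

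For miR319b-3p at green-up, the sequencing value relative to the three-leaf stage was 2.33, against the paper's value by qRT-PCR of about 0.5 in Fig. 6, read by eye. None of the alternative scalings closed the gap.

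The paper places miR319 ahead of miR165, miR164, miR167 and miR396, while miR319 ranked 8 by its sum and 7 by its highest member, an alternative set before the data were examined. Ranked by the highest stage, a setting chosen after seeing the values, it was at 4, its place in the paper. The paper counts wheat_miR652-3p among DEMs and also calls it low at every stage. The data hold wheat_miR652 without an arm, which Additional file 3 gives as 5p. It stayed at or under 2.65 RPM and passed in no comparison, and whether it is the miRNA meant in the text is not known. miR396, miR398 and miR6300 are described as changed at dormancy. There miR396b-5p, miR398a-3p and miR6300 changed by -0.27, 0.27 and 0.35 on the log2 scale. With members summed, the miR396 family went from 2249.7 RPM at the three-leaf stage to 1913.2 RPM at dormancy. The miR398 family went from 118.5 to 168.4 RPM, and its member miR398f-5p from 42.2 to 76.7 RPM. miR390a-5p and miR393-5p are described as strongly raised at green-up, where their log2 changes from dormancy were 0.35 and 0.32. miR7757-5p is described as high at dormancy, and was higher at the three-leaf stage, at 7455.9 against 5976.9 RPM. miR9652, miR9772 and miR9773 are described as very high at every stage, and fell to 207.5, 337.1 and 200.1 RPM at jointing. They still ranked 14, 9 and 15 among the 201 non-conserved families by their lowest library. The upper quartile of single non-conserved miRNAs at jointing was 43.85 RPM. The fall therefore does not contradict the paper's description.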

Other observations

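Most tests in this part were chosen only after the result was seen. Those on similar miRNAs over all miRNAs listed at 0, on GC content, on family members and on the level of the listed DEMs were not.

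miR165a-3p had exactly the reads of miR164a plus miR164b-3p in 4 of 4 libraries. Coincidence is argued against, since 0 other trios of miRNAs above 5 RPM in every library added up in this way. Sharing of reads through similar sequences is argued against by 11 differing positions between miR165a-3p and miR164a in their best alignment. A candidate explanation is that reads of the miR164 family were summed under the name miR165a-3p while the table was made. The level of miR165/166 in crowns would then be unknown.

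At 50 RPM or more in one library and 0 in another were 25 miRNAs. Their median in the lowest library above 0 was 1961 reads, and the smallest 83. They were selected for a high value and only libraries above 0 were read. This does not show whether a lower level left too few reads in the library listed at 0. Of the 25, 36% have a similar listed miRNA, against 25% of the 112 detected in every library. This comparison does not argue against counting under a similar miRNA, since the share is higher among the 25. Most of the 25 have no similar listed miRNA, which argues against it for those. For the 9 that have one, the similar miRNA was higher where they were at 0 in 4, which cannot be told apart from chance with so few. miR5387a and miR5387b are such a pair, with values above 0 in complementary libraries. Of the 25, 5 were above 0 only in stages that do not follow each other, such as miR5240 and wheat_miR1560. At an unchanged level, counting error would not turn 83 reads or more into 0 in libraries of such similar depth, so it is argued against as the sole cause. Too few reads after a fall in level, a filter of the authors and expression at certain stages all remain open.

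From dormancy to green-up, the median log2 change was -0.54 for miRNAs of 20 to 22 nt and 0.44 for those of 23 to 24 nt, a difference of 0.98. None of 10000 random lists of that size, matched on mean expression, gave a difference as large. One dilution factor for all miRNAs shifts both classes alike and leaves this difference as it is, so the value does not bear on whether there was one. The difference was 0.69 among miRNAs above 5 RPM in both libraries, so miRNAs at 0 are not the whole cause, and 0.93 after a straight line on GC content was taken off, so GC content is argued against. The largest difference at the other steps was 0.26 in size. The share of unique reads rose by 9.94 percentage points at the step from dormancy to green-up and by 2.14 at the step before it. The summed RPM fell in both classes, from 12254 to 7107.34 for miRNAs of 23 to 24 nt and from 123433 to 100175 for those of 20 to 22 nt. In the long class, miR9773 alone fell from 4477.2 to 959.9 RPM and miR5062a from 4682.5 to 1887.2 RPM, and in the short class miR168a-5p fell from 32038.5 to 12526.9 RPM while miR159a.1 rose from 21378.4 to 45173 RPM. The sums rest on these few and do not bear on the direction of the medians. A larger share of other small RNAs of 24 nt in the library cannot be told apart from the stage itself, since the share of unique reads rose by 5 percentage points or more at a single step.

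wheat_miR1356 lies inside wheat_miR1202, and the ratio of their values was as steady in only 0.23% of 10011 pairs of miRNAs above 5 RPM in every library. They may be length variants of one small RNA, in which case their changes are one result. Common regulation was not tested.

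miR6224a-5p and miR6220-5p have one sequence and different values. The share of miR6224a-5p in their sum was lowest at jointing, at 2.56%, and at least 76.8% in the other libraries. Reads of that sequence may have been divided between the names differently in the jointing library. Part of the fall of miR6224a-5p at jointing would then not be a change in expression. The sum of both still fell from 244.3 RPM at green-up to 111 RPM at jointing. miR1877 and miR5050, at 19.8 RPM or less, also have one sequence and different values. The share of miR1877 in their sum was 65.2%, 61.5%, 92.1% and 61.8% at the 4 stages in order.

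Members of one family changed by more alike amounts from dormancy to green-up than other pairs in the median, with a difference of 0.71 against 0.99 on the log2 scale. Of 10000 random sets of as many pairs, 976 had a median as small, so the criterion set before the test, smaller than in 95 of 100 sets, was not met. The 24 pairs are too few to decide whether members are alike.

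The list of DEMs in Additional file 5 is shorter than the number that passed its 2 thresholds. Leaving out miRNAs at 0 in either library still left 181, against the 92 listed, so this step alone is argued against. A level of 20 RPM in place of 5 is argued against by 8 listed DEMs that stayed under 20 RPM in every library. What shortened the list remains open.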
